# Immune landscape in liver of neonatal mice with phlebotomy-induced anemia

**DOI:** 10.1038/s41390-025-04361-x

**Published:** 2025-09-17

**Authors:** Balamurugan Ramatchandirin, Wenjia Wang, Marie Amalie Balamurugan, Yasemin Alnahhas, Suneetha Desiraju, Arjun Subrramanya, Juanitaa George Raj, Zainab D. Lawal, Megan Ferris, George Tseng, Liza Konnikova, Krishnan MohanKumar

## Abstract

**Background:**

Severe anemia is a common comorbidity in preterm infants in the neonatal intensive care unit, which is caused by phlebotomy, low erythropoietin levels, low red blood cell (RBC) lifespan, and exacerbated by the underlying erythropoietic immaturity. Anemia causes tissue hypoxia, which may alter the hematopoiesis niche in the liver. This study utilized our preclinical mouse model of phlebotomy-induced anemia (PIA) to investigate the immune cell atlas in the liver.

**Methods:**

C57BL/6 mice were subjected to timed phlebotomy between postnatal days 2–10 to induce severe anemia. Immune cells in anemic liver were characterized by Single-cell (sc) RNA-sequencing and a flow cytometry approach.

**Results:**

The scRNA-seq analysis revealed that PIA is associated with an altered immune landscape of the neonatal murine liver. We identified increased numbers of Ly6C2^+^monocytes and Gypa^+^erythroid cells and decreased numbers of lymphocytes (CD20^+^ [MS4a1]-B cells and Tcells) in the anemic liver. Further analysis of monocytes revealed a pro-inflammatory and highly chemotactic phenotype, while erythroid cells displayed a downregulation of inflammatory markers and maturational deficits. Lymphocytes (B and T cells) exhibited suppressed lipid metabolism processes, including those of steroids and hormones.

**Conclusion:**

PIA in neonatal mouse pups is associated with myelopoiesis (specifically monopoiesis) and erythropoiesis while suppressing lymphopoiesis in the liver.

**Impact:**

- Anemia is nearly universal in preterm infants and is associated with increased morbidity and mortality worldwide, investigation of immune cell response in settings of preclinical anemia may be an index of therapeutic targets to modulate the response in anemia-related comorbidity.
- Our findings showed that phlebotomy-induced anemia in murine pup alters liver hematopoiesis including myelopoiesis and stressed erythropoiesis with suppressed lymphopoiesis.
- This study sheds light on emergency myelopoiesis, stressed erythropoiesis, and deficiency of lymphocytes in anemic liver, which may provide novel insight into the development of therapeutics to treat anemia in preterm infants and neonates.

## Introduction

Anemia is nearly universal in preterm infants and is associated with increased morbidity and mortality worldwide.^1–10^ Anemia is caused primarily by phlebotomy essential for medical care, and exacerbated by a variety of factors inherent to immaturity in the ex-utero environment (e.g., low erythropoietin levels, high postnatal oxygen tension, and many others).^7,11–15^ Infant hematopoiesis is gradually activated over the first 6 to 8 weeks of life after an initial period of physiological suppression due to relative hyperoxia ex utero. During this period normal red blood cell (RBC) turnover leads to progressive anemia, providing the chemical and hormonal catalysts for hematopoiesis. In preterm infants, phlebotomy losses inherent to intensive care treatments often result in steeper anemia that overwhelms physiologic processes, leading to the need for one or more RBC transfusions.^2,4,7,9,16^

Anemia, known to affect organ function due to inadequate oxygen delivery, can contribute to tissue hypoxia.^17–19^ We and others showed that phlebotomy-induced severe anemia causes a high degree of hypoxia in the developing intestine thus leading to intestinal barrier leakage with the recruitment of circulating monocytes.^5,6^ Singh et al.,^20^ also showed that PIA causes brain tissue hypoxia and iron deficiency in murine neonates, leading to long-term sex-dependent neurobehavioral abnormalities.^20^ Unlike these organs, the liver is the primary site of hematopoiesis in the human fetus/preterm neonate until 22 weeks gestation and during the first 2 postnatal weeks in the mouse.^21–23^ Although it has been shown that hypoxia has a major role in leukocyte development in fetal/neonatal liver, the effect of PIA on immune cell development in the liver of murine neonates is unknown. Thus, we used single-cell (sc) RNA sequencing to investigate whether PIA alters the immune cell development in the neonatal murine liver.

## Methods

### Animals

All experimental procedures were approved in advance by the Institutional Animal Care and Use Committees of Johns Hopkins University (JHU) and University of Nebraska Medical Center (UNMC) and complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals for testing and research. Neonatal C57BL/6J mice pups (postnatal day [P] 1 to 11) were used for the experiments. Littermates were derived from C57BL/6J breeder mice (JAX no. 000664) that were housed in JHU and UNMC animal facilities under standard conditions.

### Animal model

C57BL/6 mice of both sexes (equal numbers) were randomly assigned to two study groups: (a) naive control, and (b) phlebotomy-induced anemia was performed as described previously.^5,6,24–26^ Briefly, PIA was performed in mouse pups by facial vein phlebotomy to remove 20 µL blood/g body weight on P2, P4, P6, P8, and P10 to reduce the hematocrit (Hct) index from an initial 45–60% range, down to 20–24%. Hematocrits and RBC indices were measured at each phlebotomy; 5 µL of blood was diluted 1:20 in Cellpak reagent (Sysmex America, Mundelein, IL; catalog #DCL-310A) and analyzed in the Sysmex XT-2000iV veterinary hematology analyzer. Non-phlebotomized control animals were handled similarly to phlebotomized animals with a daily non-phlebotomizing needle stick. Pups were weighed daily to determine the volume of blood to be drawn. The animals were euthanized 24 h (P11) later, and the liver tissue was processed for scRNA sequencing.

### Liver tissue dissociation

The mouse liver tissues were surgically removed and first washed with Dulbecco’s phosphate-buffered saline (DPBS) without calcium and magnesium to wash away blood and preservation medium, transferred into a petri dish and diced into small pieces (approximately 1 cm^2^ for resections and 0.25 cm^2^ for biopsies) using a scalpel. The liver tissue was dissociated for single-cell preparation using the mouse liver dissociation kit (Cat #130-105-807, Miltenyi Biotech, Auburn, CA) and gentleMACS Dissociator (Cat #130-093-235, Miltenyi Biotech, Auburn, CA). In detail, the surgically removed liver tissue was distributed evenly into four gentleMacs C Tubes, then each tube received 5 ml of Liberase enzymatic digestion solution (0.2 Wünsch/ml) reconstituted in HepatoZYME media (without growth factors, which may influence the downstream scRNA-seq) containing DNAse I (2000 U/mL). The mixture was warmed to 37 °C for optimal enzymatic activity. The enzymatic digestion occurred in an incubating shaker at 37 °C and 200 RPM for 30 min. The partially degraded extracellular tissue matrix in each C tube was mechanically dissociated by running two “B” cycles in the gentleMACS Dissociator. A 1:1 ratio of 20% FBS (Fetal Bovine Serum) to 80% DPBS was added to neutralize the enzymatic reaction, and the cell suspensions were filtered through 70 μm filters to remove large pieces of debris, gently mashing pieces through the filter. Cells dissociated from liver tissues were purified by centrifuging the cell suspensions at 50 × *g*, 4 °C for 5 min to pelletize the cells; dissociated single cells were then stained for viability assessment using 0.05% trypan blue (Cat #T6146, Millipore Sigma, St. Louis, MA) in PBS on a Cellometer AutoT4 cell counter (Nexcelom Bioscience, Waltham, MA).

#### Single-cell RNA library preparation and sequencing

Single-cell RNA-sequencing was performed on dissociated liver single cells using the Chromium Next GEM Single-Cell 3ʹ Reagent Kits v3.1 (10× Genomics) at the Single Cell Transcriptome core, Johns Hopkins University. Briefly, liver cells (∼20,000 cells per sample) were loaded into the 10× Chromium controller, and downstream scRNA-seq libraries were generated and indexed by following the manufacturer’s instructions. Libraries were pooled and sequenced on an Illumina NovaSeq 6000, targeting 50,000 reads per cell.

#### Analysis of RNA-sequencing data

The 10x library indexing system tags each FASTA sequence read with a barcode that identifies the specific cell being sequenced so that the cells can be compared individually or by biological class. Using 10x software, these sequence reads were aligned to the current mouse transcriptome, and the expression level was calculated for each sequenced cell for each gene transcript and assembled into a matrix. Then, the generated cell-by-gene count matrix was used as the input for downstream analysis. The count matrix was analyzed using the Seurat R package.^27–31^ Cells that had <500 unique molecular identifiers (UMIs) or >50,000 UMIs, along with cells that had >50% mitochondrial content, were filtered out. The single-cell gene expressions were normalized by the global scaling normalization functions of NormalizeData and ScaleData in Seurat, which used total expression level to adjust for the variation of single-cell library sizes scaled and log-transformed the expression measurements. Furthermore, we selected a subset of 2000 highly variable genes by cell-to-cell variation for downstream clustering and visualization analysis.

#### Data integration and clustering

The cell data sets were integrated by a comprehensive integration method^29^ (*IntegrateData* function in Seurat). In this way, batch effects between samples were controlled. The expression measurement of each gene was standardized with a mean of 0 and a standard deviation of 1 across cells, and principal components were then calculated based on the top 2000 variable features. The cells were clustered by a KNN graph-based clustering approach^32^ implemented by the *FindClusters* function on the top 20 principal components. The non-linear dimension reduction method UMAP^33^ was used for visualizing the cells and resulting clusters in 2D space. The clusters were manually annotated with cell types based on the markers (differentially expressed genes) identified by the Wilcoxon rank-sum test between clusters.^34–37^ To further zoom in on the immune cells of our interest, we re-clustered the subset of immune cells, and again manually annotated the sub-clusters based on the markers identified by the Wilcoxon rank-sum test.

#### Differential expression analysis

To investigate the gene expression differences within each immune cell type between naive control mice and mice with phlebotomy-induced anemia, we used pseudo-bulk aggregation of gene expression profiles. Many have shown that pseudo-bulk-based case-control differential expression analyses robustly detect gene-level differences with lower false discovery due to repeated measures from single cells of the same individual.^38–40^ The raw UMI (unique molecular identifiers) counts were added together from the same individual sample and cell type to create the pseudo bulk profiles, resulting in 13,534 genes and 96 (8 cell types × 12 individual samples) pseudobulk profiles after filtering out mitochondrial, ribosomal, and low-expressing genes with less than 5 average UMI counts. We then applied the voom-limma method^41^ to the pseudobulk profiles for differential gene expression analyses between the control group and the anemia group for each cell type through a linear regression model incorporating the interaction effect between sample groups and cell types. In addition to calculating p-values of group effects for all genes, we used the swfdr R package^42^ to compute the FDR correction within each cell type comparison and between all cell type comparisons. Considering the multiple axes of meaningful biological variation to be addressed, we estimated quality weights for adjusting for cell type proportions with the function *voomWithQualityWeights* in the limma R package.^43^ We used the normalized counts per million (CPM) of each pseudobulk profile corrected for the batch effects. For heatmap visualizations, we also normalized the corrected expression profile of each gene grouped by cell type, since gene expression is highly cell-type specific. Volcano plots were generated by the EnhancedVolcano R package^44^ to visualize the differentially expressed genes whose absolute value of log fold change (logFC) is larger than 2 and whose adjusted *p*-value within cell type is smaller than 0.05. The genes with *p*-values smaller than 0.01 are also shown in heatmaps for each cell type using the *heatmap.2* function in the gplots R package.^45^

#### Gene set enrichment analysis

We identified pathways that are differentially altered between the control group and the anemia group for each cell type using gene set enrichment analyses (GSEA)^46^ with the Gene Ontology (GO) database^47^ including gene sets of three orthogonal ontologies, i.e., molecular function (MF), biological process (BP), and cellular component (CC). Ranking all genes based on their phenotypes, GSEA aggregates the per-gene statistics across genes within a gene set and determines whether the members of the gene set are randomly distributed throughout the ranked gene list or primarily found at the top or bottom. We implemented GSEA using gene ontology by the function *gseGO* in clusterProfiler R package^48^ and visualized the top 20 significantly enriched/activated pathways and suppressed pathways in each cell type (ranked in adjusted p-values by the Benjamini-Hochberg procedure), using the ggplot2 R package.^49^ The running enrichment scores of some interesting pathways were illustrated using the function *gseaplot* in enrichplot R package^50^ to visualize the distribution of the gene sets.

### Flow cytometry

For the validation of scRNA sequence analysis findings in anemic liver, we used a multicolor flow cytometry approach as previously described.^6,26^ Briefly, dissociated cells from each liver were pelleted (300 × *g*, 5 min, 4°C) and resuspended in 0.5 ml of ice-cold cell staining buffer (BioLegend; Cat No. 420201). Cells were incubated with 100 μl of FcR blocking reagent (Miltenyi Biotec no. 130-092-575) for 10 min at 4 °C and then labeled with each of the following flow antibodies with L-D viability dye (Thermo Fisher; catalog #L34957): CD45 (dilution 1:25; clone #30-F11), CD11b (dilution 1:25; clone #M1/70), Ly6C (dilution 1:25; clone #HK1.4), F4/80 (dilution 1:25; clone #BM8), Ly6G (dilution 1:25; clone #1A8), CD11c (dilution 1:25; clone #N418), CD3 (dilution 1:25; clone #17A2), CD20 (dilution 1:25; clone 2H7) and CD49B (dilution 1:25; clone #HMα2; all antibodies rom BioLegend, San Diego, CA). Data was acquired on a BD LSR-II flow cytometer and analyzed using the software package FlowJo version 10.5.3 (Becton Dickinson, Franklin Lakes, NJ).

#### Statistical analysis

The comparisons are based on the Student *t-*test and nonparametric test (i.e., Mann-Whitney *t* test) with *p*-values less than 0.05 considered to be significant. Statistical analysis was performed using GraphPad Prism 10 software. (GraphPad, La Jolla, CA).

## Results

### Immune cell identification in murine liver

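Liver cells of 12 neonatal mice, 6 controls and 6 with anemia from repeated blood draws, were profiled by droplet-based scRNA-seq with 1 library per mouse. In this method each cell is caught in a droplet, where its mRNA receives a cell barcode and a unique molecular identifier (UMI), so that every captured mRNA molecule is counted once. The paper's methods and the labels of the samples name different versions of the 10X Genomics kit, and the methods and Fig. 1a give ages at collection that are a day apart. The authors aligned the reads with 10X software and counted UMIs per gene and barcode. These counts carry no normalization, and no listed barcode has fewer than 500 UMIs. The control libraries held 46252146 to 65960679 UMIs (median 60782049), and the anemic libraries 52021617 to 74545930 (median 64266468.5). Cells with more than 50000 UMIs or more than 50% mitochondrial UMIs were removed, as in the paper. Cells were scaled to a common total, log-transformed and clustered on 20 principal components of 2000 variable genes (Leiden, resolution 2) without integration of the libraries, whereas the paper integrated them. Clusters were named from marker genes, and the names carry the ending -like because they rest on marker genes alone. Each mouse's percentage of each class was compared by an exact two-sided Mann-Whitney test with Benjamini-Hochberg (BH) adjustment over 9 classes. For differential expression, the UMIs of a class were summed per mouse, and the sums of 6 control and 6 anemic mice were compared by the quasi-likelihood test of edgeR with TMM normalization. Genes with a mean of at least 5 UMIs per mouse were tested, without mitochondrial and ribosomal protein genes, and genes with a BH-adjusted p under 0.05 are called changed. Expression is given in CPM, the UMIs of a gene scaled to a common total per mouse and class, as mean ± SD over 6 mice per group. For genes tested with edgeR the scaling uses the UMIs of the tested genes and TMM factors, and for markers, lists, untested genes and the points of the Apoa1 and Cyp2e1 figure it uses the UMIs of all genes, without TMM factors. The transcripts of Xist and of the Y-linked genes marked 4 control and 2 anemic mice as female, so sex was not balanced between the groups.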

To investigate the effect of PIA on neonatal murine liver immune cell regulation, we performed scRNA-seq to profile the reprogramming of the liver immune cells from control and anemic mice (*n* = 6 each/group). Individual cells from the liver tissue were isolated and a cDNA library was built and sequenced by 10X Genomics (Fig. 1a). After integration and filtering of low-quality data (Fig. S1), we obtained 146,680 immune cells from the liver of control and anemic mice. 

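The filters kept 206146 of 207537 barcodes, 98075 from control and 108071 from anemic mice, with 14184 to 21186 cells per mouse. The median cell of a mouse had 2093.5 to 2401 UMIs and 1127.5 to 1275 genes in the control group. In the anemic group it had 1769 to 2889.5 UMIs and 744 to 1415 genes, a wider spread between mice than among the controls. Of the kept cells, 140396 (68.1%) fell into 9 immune and erythroid classes.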

The aggregated 146,680 cells comprised non-inflammatory macrophages (14.3%), neutrophils (8.5%), B cells (20.7%) NK Cells (15.3%), erythroid cells (20.6%), T cells (8%), monocytes (9.95%) and dendritic cells (2.51%) (Fig. 1b, c), based on the marker genes of cell populations. 

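Of these 140396 cells, 19922 were macrophage-like (14.2%), 13396 neutrophil-like (9.54%), 30664 B-like, 11265 pre-B-like, 14326 NK-like (10.2%), 8129 T-like (5.79%), 30291 erythroid-like (21.6%), 8684 monocyte-like (6.18%) and 3719 dendritic-like (2.65%). Cells pooled over mice are dominated by the libraries with most cells of a class. The 8684 monocyte-like cells included 3947 from anemia 2 alone, whereas 1 mouse gave as few as 217. The erythroid-like cells per mouse ran from 211 to 5501.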

We used UMAP to visualize the overall cell clusters. We observed eight immune cell clusters based on the expression of specific markers and the grey-colored non-immune cells that were excluded from this study (Fig. 1d) and showed excellent integration of the two different conditions (control and anemia, Fig. 1e). 

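The clustering gave 80 clusters, of which 39 were named as 1 of the 9 classes. Clusters with hepatocyte, endothelial, stellate or cholangiocyte markers held 48686 cells, among them 17930 hepatocyte-like and 23150 endothelial-like cells. Another 18 clusters with 13028 cells matched no class, or several alike, and stayed unnamed, 5.26% of the control and 7.28% of the anemic cells. With cells pooled over mice and no test per mouse, the groups were not spread evenly over the clusters within a class. Among macrophage-like cells, cluster 31 held 2.57% of the control and 19.8% of the anemic cells, and among erythroid-like cells cluster 10 held 38.7% and 15.7%.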

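Marker genes of the paper were read in each class as CPM, mean ± SD over 12 mice. Ms4a1 reached 588 ± 109 in B-like cells and 1.99 ± 1.49 in NK-like cells. Siglech, which Table S1 lists for dendritic cells, stood at 1139 ± 133 in dendritic-like cells and at or below 2.62 in every other class. Elane stood at 973 ± 273 in neutrophil-like cells. Lyz2 was higher in monocyte-like (5560.0 ± 734) and neutrophil-like cells (1922 ± 357) than in macrophage-like cells (804 ± 208), which C1qa set apart (1896 ± 336, at most 84.5 elsewhere). Ly6c2 stood at 731 ± 254 in monocyte-like, 620.4 ± 67.5 in neutrophil-like, 400.5 ± 125 in dendritic-like, 204 ± 108 in T-like and 59.7 ± 36.0 in NK-like cells, and at or below 13.3 in the other 4 classes. Nkg7 and Cd3e overlapped, with Nkg7 at 1099 ± 85.5 in NK-like and 408 ± 87.4 in T-like cells, and Cd3e at 857 ± 90.6 in T-like and 528 ± 134 in NK-like cells. Table S1 lists Igll1 and Top2a with Cd3e for T cells. Igll1 stood at 764 ± 146 in the pre-B-like and 1.96 ± 2.51 in the T-like class, and Top2a at 1604 ± 151 and 376 ± 101. Both classes are therefore given wherever T cells are concerned.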

The cell types were annotated based on the top expression of specific markers (Fig. 1f and Table S1) with distinct expression profiles: non-inflammatory macrophages (Lyz2), neutrophils (Elane), B cells (MS4a1), NK cells (NKG7), erythroid cells (Gypa), T cells (CD3E), monocytes (Ly6C2) and dendritic cells (Siglech) were identified (Fig. 1g, h).

**Fig. 1:**
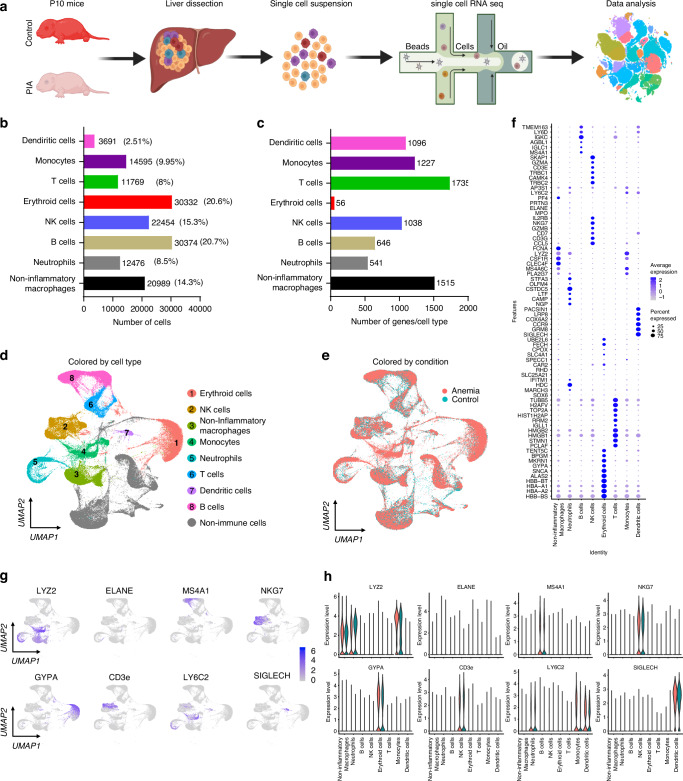
Immune cell identification in murine liver. **a** Workflow of liver analysis from postnatal day (P)10 of control and anemic groups. **b** Bar plot showing the total number of detected immune cells and **c** total number of detected genes per cell type. **d** UMAP visualization identified eight major clusters of immune cells (1-Erythroid cells, 2-NK cells, 3-non-inflammatory macrophages, 4-monocytes, 5-neutrophils, 6-T-cells, 7-dendritic cells, and 8-B cells). Cell clusters were color-coded and annotated post hoc based on their transcriptional profile identities. **e** UMAP visualization of identified immune cell clusters in conditions of control and anemia. **f** Plot showing the identification of marker genes for each cell cluster, with the size of the dot corresponding to the percentage of cells within the cell population expressing the gene. The brightness of the color represents the average expression level across all cells within the cluster. **g** Feature plots showing the expression of the key marker genes of the eight immune cell types. **h** Violin plots depicting expression levels of key marker genes of each cluster in eight types of immune cells.

### PIA alters the immune cell profile of the murine liver

To differentiate the cellular identity in the anemic liver from that of control, the UMAP was split by condition (Fig. 2a). The monocytes and erythroid cells were significantly enriched in the anemic liver compared with control mice, and both lymphocyte populations (B cells and T cells) were markedly decreased in the anemic liver (Fig. 2b and 2c). In addition, there weren’t any significant changes in the percentage of non-inflammatory macrophages (Lyz2), neutrophils (Elane), NK cells (NKg7), and dendritic cells (Siglech) in the anemic liver relative to control (*n* = 6 each per group) (Fig. 2c). 

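As a percentage of the cells in the 9 classes, the erythroid-like class made up 10.2% ± 6.43 in control and 31.8% ± 12.2 in anemic mice (SD, n = 6 each; exact p = 0.00866, adjusted p = 0.0156), and 5 of 6 anemic mice lay above every control. Anemia 2, at 11.8%, was the exception. The B-like class made up 27.7% ± 3.40 in control and 17.2% ± 2.64 in anemic mice (exact p = 0.00216, adjusted p = 0.00974), with every anemic mouse below every control. The pre-B-like class fell from 11.3% ± 2.18 to 5.58% ± 2.26 (exact p = 0.00433, adjusted p = 0.00974). The T-like class, 6.28% ± 0.613 in control and 5.32% ± 0.836 in anemic mice, did not pass the threshold (exact p = 0.0931, adjusted p = 0.105). The monocyte-like class made up 2.52% ± 0.344 in control and 8.45% ± 10.3 in anemic mice, with medians of 2.47% and 3.41% (exact p = 0.0931, adjusted p = 0.105), and 3 of 6 anemic mice lay above every control. The values of anemia 2 (28.5%) and anemia 3 (10.4%) carried the higher mean, and the other 10 mice lay between 2.16% and 3.78%. Without anemia 2 the difference in means fell from 5.93 to 1.92 percentage points. The choice that moved the shares most was the denominator. With erythroid-like cells left out of it, the B-like difference was -4.76 percentage points (exact p = 0.0649) instead of -10.5, and the monocyte-like difference was 8.20 points (exact p = 0.00216). 

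**Figure D1:**
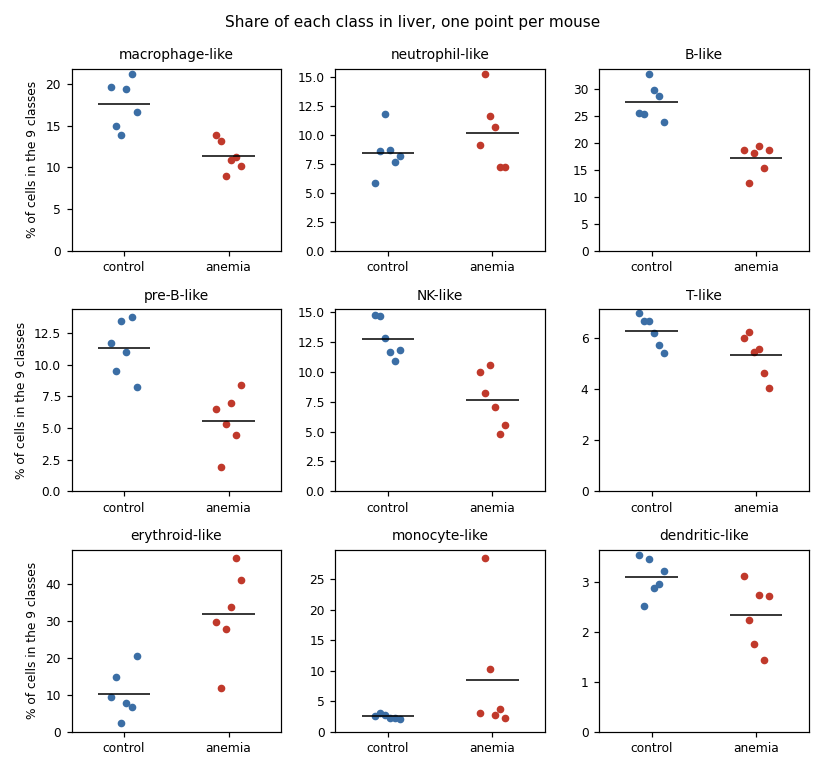
Percentage of the cells in the 9 classes that each class makes up, with 1 point per mouse and a bar at the mean of each group of 6. Anemia 2 and anemia 3 stand apart in the monocyte-like panel at 28.5% and 10.4%.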

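The macrophage-like share was 17.6% ± 2.92 in control and 11.4% ± 1.83 in anemic mice (SD, n = 6 each; exact p = 0.00433, adjusted p = 0.00974), and 5 of 6 anemic mice lay below every control. NK-like cells made up 12.8% ± 1.62 in control and 7.69% ± 2.31 in anemic mice (exact p = 0.00216, adjusted p = 0.00974), with every anemic mouse below every control. The neutrophil-like share, 8.48% ± 1.94 in control and 10.2% ± 3.06 in anemic mice, did not differ beyond the spread between mice (exact p = 0.485, adjusted p = 0.485). Dendritic-like cells made up 3.10% ± 0.389 in control and 2.34% ± 0.646 in anemic mice (exact p = 0.0411, adjusted p = 0.0617). Without erythroid-like cells in the denominator, the difference was -2.64 percentage points for macrophage-like (exact p = 0.18), -3.13 for NK-like (exact p = 0.0649) and 5.301 for neutrophil-like cells (exact p = 0.00216), so the calls of all 3 classes changed with it.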

The identified individual percentages of cell clusters are listed in Fig. 2f.

**Fig. 2:**
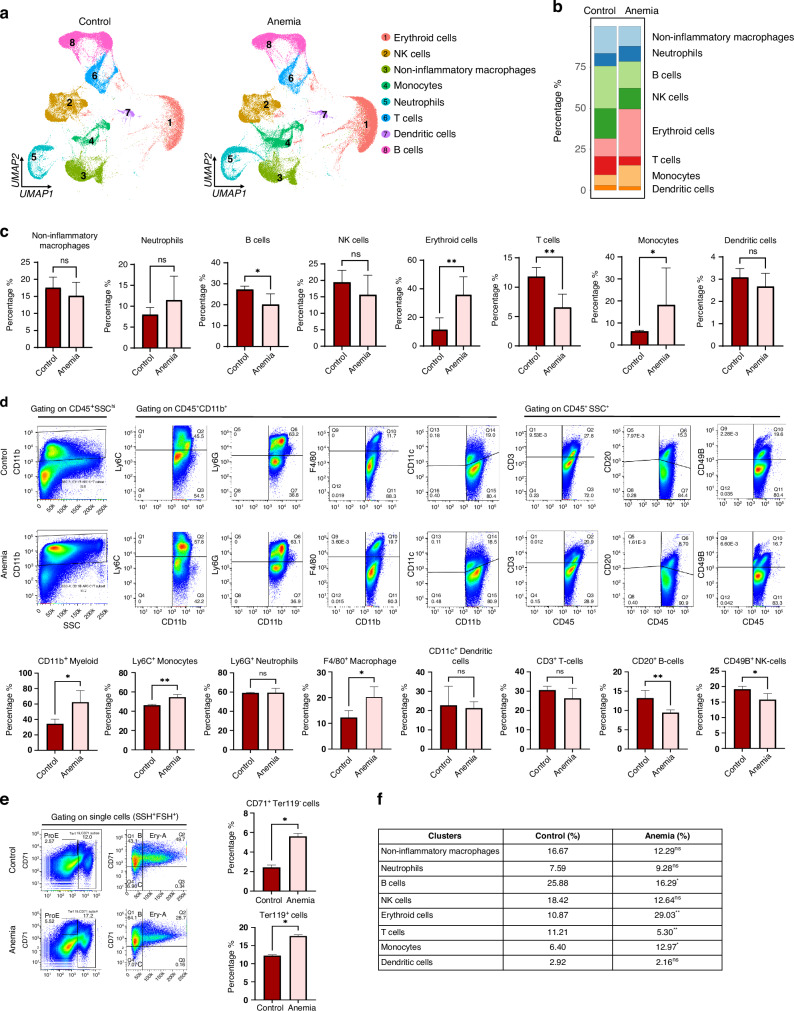
PIA alters the immune cell atlas in the liver. **a** UMAP visualization of the comparison of immune cell clusters between control and anemic liver. **b** The median percentage of 8 immune cell clusters is color-coded to correspond with cells derived from the control and anemic liver. **c** Bar diagrams (mean ± SE) show the percentage of each identified immune cluster in control and anemic liver, *n* = 6 mice/per group; Mann-Whitney multiple comparison test; *p < 0.05, **p < 0.01, and ***p < 0.001 *vs* anemia. **d** *top:* Representative flow cytometry scatter plots from the liver of control anemic mice. The CD45^+^/SSC^hi^ cells were gated from single cells, and then the CD11b^+^ myeloid cell population was further gated from CD45^+^/SSC^hi^ cells to identify the myeloid cell populations of Ly6C-monocytes, Ly6G-neutrophils, F4/80-macrophages, and CD11c-dendritic cells with CD11b. The B cells, T cells, and NK cells were gated on CD45^+^/SSC^hi^ cells using CD3, CD20, and CD49B, respectively. *Below:* Bar diagrams (mean ± SE) represent the percentage of each flow scatter plot based on the surface marker expression (details in methods), *n* = 6 mice/per group; Mann-Whitney multiple comparison test; *p < 0.05 and **p < 0.01 *vs* anemia. **e** Flow cytometry scatter *p*lots show the liver single-cell population from control and anemic groups gated against CD71 and Ter119 for the discretion of mature and immature erythroid cells, proE-proerythroblasts (CD71^high^Ter119^intermediate^). Further analysis of Ter119^high^ cells with gating of CD71 *vs* FSC shows CD71high cells are subdivided into less mature, large ‘EryA’ erythroblasts (CD71^high^Ter119^high^FSC^high^) and smaller, more mature ‘EryB’ erythroblasts (CD71^high^Ter119^high^FSC^low^). into different stages of erythroid cells and the mature erythroblast subset is ‘EryC’ (CD71^low^Ter119^high^FSC^low^). Bar diagrams (mean ± SE) represent the percentage of CD71^+^Ter119^−^ and CD71^+^Ter119^+^ erythroid cells in control and anemic liver, *n*^=^6 mice/per group; Mann-Whitney multiple comparison test; *p < 0.05 *vs* anemia. **f** The table summarizes the total percentage of cells identified in the liver of control and anemic groups by scRNA analysis *n* = 6 mice/per group; Mann-Whitney multiple comparison test; *p < 0.05 and **p < 0.01 *vs* anemia.

To validate scRNAseq findings, we performed flow cytometry analysis (Fig. 2d) on a single-cell suspension from control or anemic livers. Consistent with the scRNAseq data, the leukocyte population in the anemic liver was enriched for CD11b^+^ myeloid cells, compared with the control liver. Further analysis of the CD45^+^CD11b^+^ cell population showed an increased proportion of Ly6C-monocytes and F4/80-macrophages with minimal change in Ly6G-neutrophils and CD11c-dendritic cells, consistent with the scRNAseq data (Fig. 2a, b). Similarly, CD20-B cells significantly decreased in anemic liver versus control, mirroring the scRNA-seq results (Fig. 2a, b). However, the flow data did not demonstrate a change in T cell numbers between the conditions. CD49b^+^ -NK cell counts decreased in anemic liver versus control, contrasting with the scRNA-seq results (Fig. 2a, b). Flow analysis of erythroid cells using CD71 and TER119 to determine the different stages of erythroid cell development showed that the frequencies (%) of CD71^+^ erythroid cells (ProErythroblast [Pro-E]) were significantly increased in the anemic liver. Flow gating with TER119 indicates the greater presence of immature erythrocytes than mature RBCs, showing that neonatal anemic hypoxia may trigger stressed erythropoiesis with a maturation deficiency (Fig. 2e). Additional analysis of TER119^+^ cells with CD71 *vs* FSC showed decreased Ery-A^+^ cells and increased Ery-B^+^ cells with no changes in Ery-C^+^ cells.

These results indicate that only the monocyte, erythroid cell, and B cell populations were significantly altered during anemia in the liver by both the scRNA-seq study and flow cytometry, whereas T cell populations were altered only by scRNA-seq. Therefore, we further analyzed these monocytes, erythroid cells, B cells, and T cells for their gene expression and function in this study.

### PIA increases monocytes that are pro-inflammatory with chemotactic in neonatal murine liver

To further characterize if gene expression was also altered in monocytes in addition to their increased proportions, we compared the differentially expressed genes (DEG) between the two groups. 

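Summed over the monocyte-like cells of a mouse, the controls held 444507 to 885315 UMIs (median 535880.5) and the anemic mice 607898 to 14880981 (median 1134766). In these sums 129 of 10630 tested genes (50 higher and 79 lower in anemic mice) were called changed, 22 of them with an absolute log2 fold change over 2. For 189 genes the 6 anemic and the 6 control values did not overlap, whereas chance gives 0.216% of the tested genes. The count was 38 in the cells with the lower share of contaminating RNA and 276 under the joint limma voom model. With each mouse left out in turn it ran from 40 to 210.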

DEG analysis revealed that the monocyte cluster in the anemic liver was transcriptionally distinct from that observed in the control livers. As shown in Fig. 3a, b, the monocyte cluster highly expressed *Vcan, Chil3, Lcn2, S100G, Snca, Abca13, Abcc9*, and *Serpina3K* genes with low expression of the *CD209G, CD209F, Klhl13, Tcf21, Cyp2e1, Tmem26 and Klra6* genes. 

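Vcan (ENSMUSG00000021614; chromosome 13, 89655312 to 89742509 in GRCm38, GENCODE M21) stood at 51.2 ± 17.8 CPM in control and 179 ± 57.8 CPM in anemic mice (SD, n = 6 each), a log2 fold change of 1.79 (standard error 0.24, adjusted p = 0.00173 from edgeR). Chil3 (ENSMUSG00000040809; chromosome 3, 106147554 to 106167564) rose from 26.4 ± 14.2 to 285 ± 268 CPM (log2 fold change 3.42, adjusted p = 0.00376). Both genes were higher in every anemic mouse than in any control. Lcn2 had a log2 fold change of 3.02 (adjusted p = 0.0254, 5 of 6 anemic mice above every control), and its adjusted p passed the threshold no longer when control 1, 3, 5 or 6 was left out (0.064 to 0.0769). Cyp2e1 fell from 46.1 ± 10.6 to 6.24 ± 5.56 CPM (log2 fold change -3.48, adjusted p = 0.00126), but this gene stood at 1551 CPM in hepatocyte-like cells of the same controls and fell in all 9 classes. Tmem26 fell by 2.79 on the log2 scale (adjusted p = 0.00709). Abca13 (1.25, adjusted p = 0.202) and Serpina3k (1.99, adjusted p = 0.141) were higher in anemic mice without passing the threshold over all genes. Chil3, Lcn2 and Abca13 are among the top 10 genes of cluster 32, which is neutrophil-like. A list of neutrophil RNA was also higher in monocyte-like cells by camera, a test of gene lists, and not by fry. RNA of neutrophils was not tested as the source of these rises. Other genes of Fig. 3a were too rare to test, with the summed UMIs in control and anemic mice as follows: S100g (0 and 23 UMIs), Abcc9 (3 and 38 UMIs), Cd209g (3 and 2 UMIs), Cd209f (9 and 8 UMIs), Klhl13 (1 and 4 UMIs), Tcf21 (6 and 12 UMIs) and Klra6 (0 and 3 UMIs). Among called genes of at least 10 CPM without overlap between the groups, the largest further changes were Ctla2a (2.07), Lect2 (-3.24) and Pon1 (-2.70). 

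**Figure D2:**
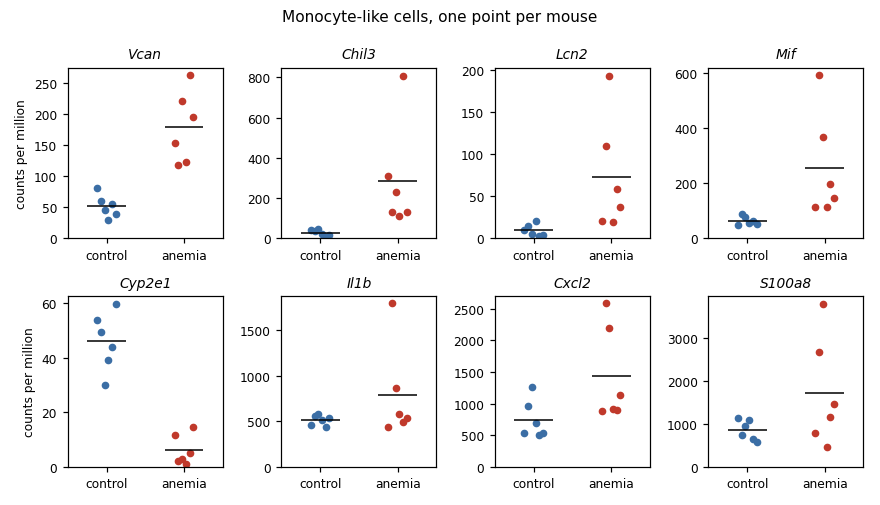
CPM of 8 genes in the summed UMIs of monocyte-like cells, 1 point per mouse, with a bar at each group's mean. Vcan, Chil3, Mif and Cyp2e1 separate the groups without overlap, and Il1b is highest in anemia 2 at 1801 CPM.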

The complete list of upregulated and downregulated genes in monocyte clusters of anemic liver is presented in Table S2. To determine which pathways were altered in the anemic liver-associated monocytes, the GSEA pathway analysis was performed on the upregulated genes in the anemic liver-derived monocytes. The GSEA pathway analysis showed that the leukocyte chemotaxis, IL-6 production, positive regulation of reactive oxygen species (ROS) metabolism, chemokine production, and the interferon (IFN) pathway were highly activated in the anemic-liver derived monocytes (Fig. 3c). 

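The GO gene sets of the paper were not used here. Lists of genes were tested in the monocyte-like sums with camera of limma (inter-gene correlation 0.01) and fry, with BH adjustment over 22 lists. Of the paper's own lists, chemotaxis was higher in anemic mice (6 genes, median log2 fold change 0.28, adjusted p = 0.00742), as was chemokine production (6 genes, median log2 fold change 0.15, adjusted p = 0.00742). Both also passed under fry (adjusted p = 0.0459 and 0.0115). Type I IFN signaling (4 genes) had median log2 fold change 0.28, adjusted p = 0.05, without passing under fry (0.164), and it was lost in 7 of the 12 fits that left out 1 mouse. The ROS list reached median log2 fold change 0.33, adjusted p = 0.0521, and IL-6 production median log2 fold change 0.04, adjusted p = 0.568. The study chose these lists on the same mice, so their tests are not independent evidence. A list of interferon response genes that is not from the paper (18 genes tested) had median log2 fold change 0.81, adjusted p = 1.4e-04, but the adjusted p under fry was 0.318. Its level was highest in anemia 2, at 4443 CPM over the list against 1267 in anemia 4 and 2501 in control 2, and without anemia 2 its median was 0.25 (adjusted p = 0.0554). The Reactome sets of interferon alpha and beta signaling (median log2 fold change 0.23, adjusted p = 0.00823) and of chemokine receptors (median log2 fold change 0.81, adjusted p = 0.00193) were higher by camera only. Without anemia 2 their medians were 0.13 (adjusted p = 0.127) and 0.40 (adjusted p = 0.00649), and without control 2 the first was 0.42.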

Consistent with this observation, the GSEA running enrichment score (ES) reflects that the pathways involved in the regulation of chemokine production, type I interferon signaling pathway, cellular response to type I interferon, positive regulation of reactive oxygen species (ROS) metabolism, IL-6 production and leukocyte chemotaxis were enriched in anemic liver-derived monocytes than control (Fig. 3d). The mediators involved in these activated pathways – chemotaxis (*Cxcl2, S100A8, Ccr2, Syk, Fcer1g*, and *Csf3r*), IL6 production (*IL-1β, IL17RA, Tyrobp*, and *Cebpb*), ROS *(Tspo, Sod2, Itgam, Gstp1, Xdh* and *Fpr2*), chemokine production (*Mif, Lilrb4a, Gstp1, Lrp1, IL17RA, Arg2)* and type I IFN signaling (*Ifitm3, Samhd1, Ifnar2, Zbp1*) – are presented in Fig. S2. In addition, a similar pattern of inflammatory and leukocyte migration pathways was observed in clusters of non-inflammatory macrophages, neutrophils, and dendritic cells (Figs. S3, S4, S5). 

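Of the 24 genes, 23 had a positive log2 fold change in monocyte-like cells, from 0.01 (Itgam) to 2.04 (Mif), and Cebpb stood at -0.01. After adjustment over all 10630 tested genes only Mif was called, at 63.3 ± 16.6 CPM in control and 254 ± 192 CPM in anemic mice (SD, n = 6 each; adjusted p = 0.0159 from edgeR), and it was no longer called without control 1 or control 6 (0.0587 and 0.0563). Next came Arg2 (0.63, adjusted p = 0.0808), Cxcl2 (0.95, adjusted p = 0.124) and Ifnar2 (0.24, adjusted p = 0.186). Arg2 passed without anemia 5 (adjusted p = 0.0266). Adjusted over the list alone, which here is the list of all genes the paper names for monocytes and which the study chose on these mice, 6 of the 24 passed: Cxcl2, S100a8, Tspo, Mif, Arg2 and Ifnar2. S100a8 is also among the top 10 genes of neutrophil-like cluster 32. The spread between anemic mice was wide for several genes. Il1b stood at 514 ± 55.2 CPM in control and 787 ± 519 CPM in anemic mice, Sod2 at 329 ± 62.8 CPM in control and 642 ± 687 CPM in anemic mice, and Fpr2 at 58.0 ± 17.1 CPM in control and 121 ± 120.0 CPM in anemic mice, with the highest Il1b and Sod2 values in anemia 2.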

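In macrophage-like cells 401 of 14411 tested genes were called (196 higher, 205 lower), in neutrophil-like cells 53 of 12051 (11 higher, 42 lower) and in dendritic-like cells 112 of 10014 (34 higher, 78 lower). The macrophage-like controls held 5334631 to 10939707 UMIs per mouse and the anemic mice 5005873 to 12961201, and cluster 31, which held more of the pooled anemic cells, is part of these sums. The chemotaxis list did not pass in macrophage-like (median log2 fold change 0.17, adjusted p = 0.523), neutrophil-like (median log2 fold change 0.25, adjusted p = 0.203) or dendritic-like cells (median log2 fold change 0.30, adjusted p = 0.145). Chemokine production was higher in neutrophil-like (median log2 fold change 0.17, adjusted p = 0.0325) and dendritic-like cells (median log2 fold change 0.43, adjusted p = 4.5e-04) and passed under fry in the latter only (adjusted p = 0.0107). In neutrophil-like cells it was lost without control 4, anemia 2 or anemia 3, and without anemia 2 its median was 0.09. The interferon response list was higher in neutrophil-like (median log2 fold change 1.44, adjusted p = 7.7e-06) and dendritic-like cells (median log2 fold change 0.45, adjusted p = 4.2e-07), by camera only, and unchanged in macrophage-like cells (median log2 fold change -0.03, adjusted p = 0.825, with a mean of 0.04). Without anemia 2 its median was 0.39 in neutrophil-like (adjusted p = 0.0427) and 0.24 in dendritic-like cells (adjusted p = 4.2e-04), where it was 0.76 without control 2. Its neutrophil-like level was 4309 CPM in anemia 2 and at most 1142 in the other mice. The Reactome interferon set was higher by camera in neutrophil-like and dendritic-like cells, and under fry in the latter only. In neutrophil-like cells it was lost without anemia 2 (median 0.17, adjusted p = 0.26 by camera). Type I IFN signaling was higher in both by camera (medians 0.72 and 0.48, adjusted p = 0.0412 and 0.0397) and in neither under fry. Without anemia 2 both of its calls were lost (adjusted p = 0.272 and 0.306). The IL-6 production list passed in none of the 3 classes, and the ROS list only in macrophage-like cells (median log2 fold change 0.64, adjusted p = 0.0055), where it was lost without anemia 2 (median 0.27, adjusted p = 0.0637). Large changes among called genes of at least 10 CPM without overlap between the groups were Vegfa (2.99), Bnip3 (1.89) and Ccl9 (1.91) in macrophage-like, Vcan (2.27) and Fabp4 (1.56) in neutrophil-like, and Fgf23 (2.39), Dntt (1.82) and Abcc9 (1.62) in dendritic-like cells. Among the genes that fell, Cyp2e1 was called in all 3 classes (-2.02, -2.95 and -2.47), with Car3 (-2.15 and -2.75) in the first 2 named. Fabp4 and Fgf23 rose in endothelial-like cells too, by log2 fold changes of 1.88 and 3.54.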

The complete list of upregulated and downregulated genes in non-inflammatory macrophages, neutrophils, and dendritic cells in the anemic liver is presented in Tables S3, S4, and S5, respectively.

**Fig. 3:**
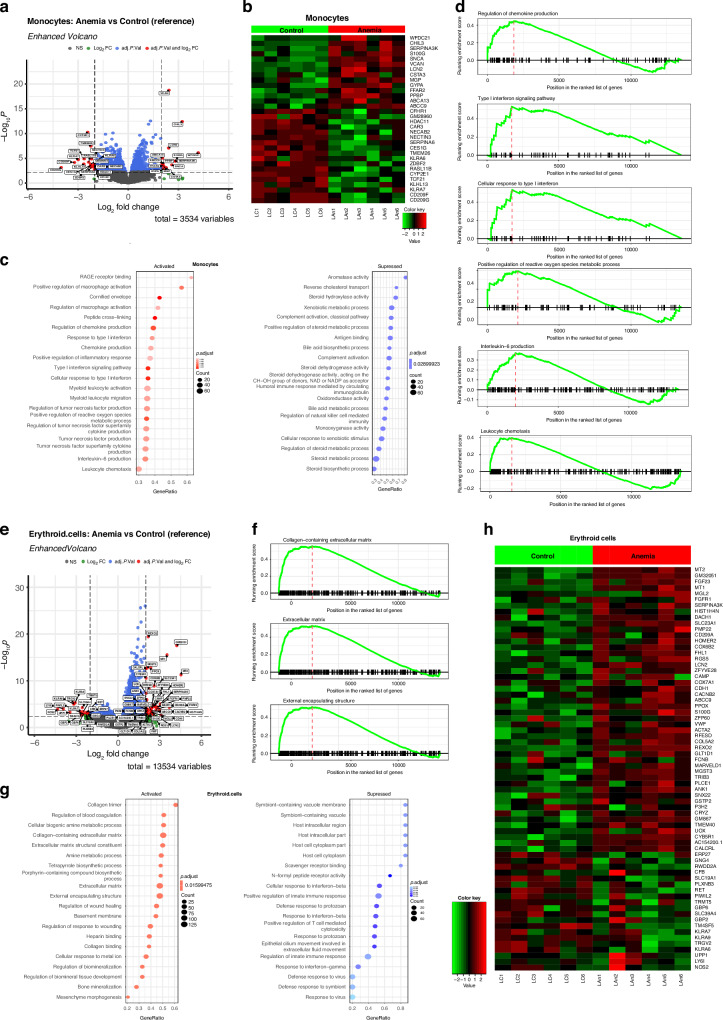
PIA increases monocytes that are pro-inflammatory with chemotactic and causes rapid erythropoiesis in neonatal murine liver. **a** Volcano plot showing differentially expressed genes (DEGs) of monocyte clusters derived from the liver between control and anemic groups. Genes with average log2 fold change >0.2 and −log10 (*P* value-adjust) >2 are plotted in red; others are blue. **b** Heat map showing the comparison between the top 15 up- and downregulated genes in the monocyte cluster between control and anemia. **c** Gene ontology enrichment analysis of monocytes showed significantly enriched activated and suppressed pathways. The vertical items are the names of gene set enrichment analysis (GSEA) terms, and the length of the horizontal graph represents the gene ratio. The depth of the color represents the adjusted *p*-value. The area of the circle in the graph correlates with gene counts. **d** GSEA enrichment score curves of major pathways in monocyte clusters. In each graph, probes on the far left (red dot line) correlated with the most upregulated anemia probes. The vertical black lines indicate the position of each probe of the studied gene set in the ordered, non-redundant data set. The green curve denotes the ES (enrichment score) curve, the running sum of the weighted enrichment score in GSEA. **e** Volcano plot showing DEGs of erythroid cluster derived from the liver between the control and anemic groups. Genes with average log2 fold change >0.2 and −log10 (*P* value-adjust) >2 are plotted in red; others are blue. **f** GSEA enrichment score curves of major pathways in erythroid clusters. **g** Gene ontology enrichment analysis of the erythroid cluster showed significantly enriched activated and suppressed pathways. **h** Heat map showing the comparison between top-up- and downregulated genes in an erythroid cluster between control and anemia. Specific details about figures e-h are presented for monocyte clusters in (**a**–**d**).

### PIA causes rapid erythropoiesis in neonatal murine liver

As demonstrated in Fig. 1f-h, based on the high expression of Gypa, we were able to identify erythroid cells in the scRNAseq dataset. 

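The 30291 erythroid-like cells, 7035 from control and 23256 from anemic mice, had a median of 1001 and 1373 UMIs per cell, the lowest of the 9 classes, and 211 to 5501 cells per mouse. The list of 12 erythroid genes was higher in anemic mice in all 9 classes by camera, with median log2 fold changes from 0.38 in erythroid-like to 1.40 in neutrophil-like cells, and in 6 of the 9 by fry, which leaves out T-like, erythroid-like and monocyte-like cells. In erythroid-like cells its median was 0.14 without anemia 5 (adjusted p = 0.0827 by camera) and 0.23 without control 3 (adjusted p = 0.0469). The list rose in non-immune cells as well. In endothelial-like cells it took 0.0903% to 0.2895% of the UMIs in controls and 0.3206% to 0.709% in anemic mice. Free erythroid RNA in the droplets was not tested as the source of the rise outside erythroid-like cells.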

To better characterize this population, we also performed a DEG analysis between anemic and control livers. 

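In the summed UMIs of erythroid-like cells, 302737 to 2974707 per control (median 1227327.5) and 3211100 to 10078395 per anemic mouse (median 6514621.5), 37 of 10010 tested genes (33 higher and 4 lower in anemic mice) were called changed by edgeR, 6 of them with an absolute log2 fold change over 2. The direction of the calls depended on the scaling: with library sizes alone in place of TMM factors, which moved the median log2 fold change of all genes by -0.255, 48 genes were called, 8 higher and 40 lower. The largest count came from the joint limma voom model of all classes, as in the paper, with 758 genes. The number 13,534 in the paper is also the number of genes that its methods give as tested.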

We found that a large proportion of genes in erythroid cells were altered between the conditions (a total of 13,534 genes) (Fig. 3e, h). The complete list of upregulated and downregulated genes in erythroid cell clusters of anemic liver is presented in Table S6. Functional enrichment analysis of the DEGs between the control and anemic groups showed pathways related to the collagen trimer, blood coagulation regulation, metabolic processes, extracellular matrix, and cellular response to iron were activated and cellular response to IFN-beta and positive regulation of innate immune response were suppressed in the anemic condition (Fig. 3g, h). 

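In erythroid-like cells the Reactome set of collagen formation (23 genes tested) had median log2 fold change -0.04, adjusted p = 0.985 by camera, and the mean of its log2 fold changes was 0.05. Extracellular matrix organization (102 genes) had median log2 fold change -0.07, adjusted p = 0.112, with 64 of the genes lower in anemic mice. Neither set was called. Heme biosynthesis (10 genes) was higher (median log2 fold change 0.20, adjusted p = 0.0225), without passing under fry (adjusted p = 0.104), its median was -0.22 with library sizes alone in place of TMM factors, and the call was lost without control 1, control 5, anemia 1 or anemia 6 (adjusted p = 0.0527 to 0.06988). The interferon response list was not lower: median log2 fold change 0.47, adjusted p = 0.101, with a median of 0.18 without anemia 2 and 0.0768 without anemia 3. The Reactome interferon set had median log2 fold change -0.10, adjusted p = 0.501. Of the metabolic lists, hypoxia and glycolysis rose (20 genes, median log2 fold change 0.69, adjusted p = 5.6e-21, fry 6.9e-05), as did Reactome glycolysis (median log2 fold change 0.54, adjusted p = 1.9e-08, fry 0.00179). With library sizes alone their medians were 0.37 and 0.30. As CPM by library size summed over the first list, the groups overlapped: controls stood at 499.5 to 1566, anemia 2 at 1746 and the other 5 anemic mice, at 622 to 1231, within the range of the controls. Gene sets for coagulation, iron response and innate immune response were not tested here.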

Consistent with these findings, we found upregulated genes (*Mt1, Mt2, Mgst3, CD209A, Serpina3k*, and *Slc23A1*) (Fig. S6). Together, these results suggest that anemia may induce stressed erythropoiesis that might be associated with the upregulation of extracellular matrix functional genes and the downregulation of inflammatory genes.

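Mt1 (ENSMUSG00000031765; chromosome 8, 94179082 to 94180327 in GRCm38) stood at 63.2 ± 17.2 CPM in control and 304 ± 182 CPM in anemic mice (SD, n = 6 each), a log2 fold change of 2.26 (standard error 0.32, adjusted p = 0.00361 from edgeR). Its neighbor Mt2 (chromosome 8, 94172664 to 94173568) stood at 11.2 ± 3.45 CPM in control and 67.0 ± 26.8 CPM in anemic mice (log2 fold change 2.57, adjusted p = 6.2e-04). Slc23a1 rose to 15.7 ± 6.25 CPM from 4.10 ± 2.15 (log2 fold change 1.87, adjusted p = 0.0218) and lost its call without control 4, 5 or 6 or anemia 6 (adjusted p = 0.0523 to 0.0806). In these 3 genes every anemic mouse lay above every control. Mgst3 (0.38, adjusted p = 0.399) and Serpina3k (2.45, adjusted p = 0.25) were higher without passing the threshold, and Cd209a had 0 UMIs in control and 4 in anemic mice, too few to test. Adjusted over the list alone, which the study chose on these mice, all 5 tested genes passed (adjusted p at most 0.022). Mt1, Mt2 and Serpina3k rose as well in hepatocyte-like cells of the same livers, where Mt1 went from 354 ± 81.5 to 6590.0 ± 5100.0 CPM and Serpina3k from a mean of 59.7 (28.4 to 81.0 in single mice) to 904 (207 to 1865). Of the other called genes without overlap between the groups, the largest rise was that of Gm32051 (2.95, adjusted p = 6.2e-04), and the largest falls were those of H2-Q10 (-1.57) and Bcl2l11 (-0.85), each of which lost its call in 8 or more of the 12 fits that left out 1 mouse. 

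**Figure D3:**
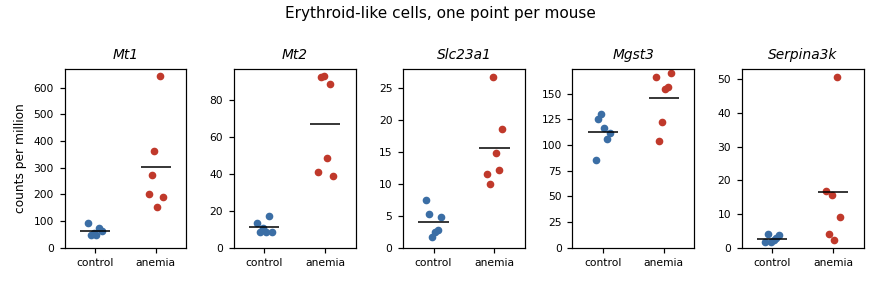
CPM of 5 genes in the summed UMIs of erythroid-like cells, 1 point per mouse, with a bar at the mean of each group. The groups do not overlap for Mt1, Mt2 and Slc23a1 and overlap for Mgst3 and Serpina3k.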

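Within the erythroid-like class the pooled cells of the groups differed in their clusters. Cluster 8 held 11.8% of the control and 31.3% of the anemic cells, and cluster 4 held 37.6% and 41.5%. Cells were pooled over mice without a test per mouse, and control 2 and control 6 gave 1883 and 2466 of the 7035 control cells. The values per class can therefore mix a change of expression with a change of the mixture of clusters. Among the other lists, complement cascade (median log2 fold change -0.53, adjusted p = 0.00181) and hepatocyte RNA (median log2 fold change -0.78, adjusted p = 1.7e-08) were lower in anemic mice by camera and not under fry (adjusted p = 0.535 and 0.408). The median of the first was -0.31 without control 6 and -0.85 without anemia 5. From its enriched pathways and the genes of Fig. S6, the paper proposes that anemia may induce stressed erythropoiesis, which might be associated with upregulated genes of the extracellular matrix and downregulated inflammatory genes.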

### Defective lymphopoiesis in the murine neonatal liver during PIA

We then performed DEG analysis of the B and T cell clusters (Fig. 4a, b). 

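In the summed UMIs of B-like cells, 4339381 to 5285028 per control and 2768682 to 4801938 per anemic mouse, 277 of 12855 tested genes (135 higher and 142 lower in anemic mice) were called by edgeR. This count is sensitive to single mice: it was 27 without control 1 and 680 without anemia 6. Fgf23 (ENSMUSG00000000182; chromosome 6, 127072902 to 127081408 in GRCm38) stood at 0.152 ± 0.181 CPM in control and 3.33 ± 2.15 CPM in anemic mice (SD, n = 6 each), a log2 fold change of 4.15 (adjusted p = 0.00319). That is 5.21 UMIs per 1000 B-like cells, against 5143 per 1000 endothelial-like cells of the same mice. Mt2 rose to 10.6 ± 5.58 CPM from 1.12 ± 0.682 (log2 fold change 3.20, adjusted p = 0.00113), and Serpina3k to 20.8 ± 15.2 from 2.53 ± 0.931 (log2 fold change 3.01, adjusted p = 0.0066). Cyp2e1 fell by 2.18 on the log2 scale (adjusted p = 0.00115). Jchain stood at 213 ± 116 CPM in control and 38.5 ± 89.7 CPM in anemic mice (log2 fold change -2.66, adjusted p = 0.111). In anemia 2 its level was 222 CPM, almost all of it from 1 cell, and without this mouse the log2 fold change was -6.80 (adjusted p = 3.2e-07). Tcf21 did not pass (-1.77, adjusted p = 0.0823). Epb42 (3 UMIs in control and 9 in anemic mice) and Cd40lg (11 and 0) were too rare to test. The largest other changes in genes whose groups did not overlap were Apoa4 (4.13), Mt1 (2.32), Car3 (-2.18) and Lect2 (-1.65). Serpina3k, Mt1, Mt2 and Apoa4 rose in hepatocyte-like cells too, by log2 fold changes of 3.92, 4.22, 4.96 and 4.56. Adjusted over the list alone, which the study chose on these mice, Jchain (adjusted p = 0.0104) and Tcf21 (adjusted p = 0.00678) passed too.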

We found decreased B and T cells in the anemic group compared to the control; meanwhile, the genes of *Fgf23, Mt2, Serpina3k, Spta1* and *Epb42* were upregulated and genes of *Jchain, Cyp2e1, Tcf2*1 and *CD40lg* were downregulated in anemic-liver derived B cells. 

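In B-like cells the interferon response list was higher in anemic mice (18 genes, all of them higher, median log2 fold change 0.65, adjusted p = 2.8e-05 by camera), but not under fry (adjusted p = 0.199). None of its genes was called alone. The level was 1326 CPM in anemia 2 and 289.7 to 579 in the other anemic mice, against 248 to 637 in controls, and without anemia 2 the median was 0.34 (adjusted p = 0.00591). The Reactome interferon set gave the same direction (median log2 fold change 0.27, adjusted p = 0.00101, fry 0.0849), and the type I IFN signaling genes of the paper did not pass (median log2 fold change 0.30, adjusted p = 0.104). Genes of interleukin-1 production were not tested as a set.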

Pathway analysis demonstrated that the interferon-signaling pathway and positive regulation of the interleukin-1 production pathway were also highly activated in these cells in the anemic liver (Fig. 4c). 

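The 6 genes that the paper lists for steroids, hormones and lipids were lower in B-like cells of anemic mice as a list (median log2 fold change -0.81, adjusted p = 2.9e-06, fry 0.0474). Apoa1 (ENSMUSG00000032083; chromosome 9, 46228580 to 46230466 in GRCm38) stood at 915 ± 196 CPM in control and 408 ± 227 CPM in anemic mice (SD, n = 6 each), a log2 fold change of -1.16 (adjusted p = 0.0665 from edgeR), and Apoe at 693 ± 124 CPM in control and 376 ± 160.0 CPM in anemic mice (-0.88, adjusted p = 0.0556). Apoa2 (-0.73), Apoc1 (-0.36), Ttr (-1.06) and Rbp4 (-0.71) were lower too, and none of the 6 was called over all genes. Without anemia 6, Apoa1, Apoe and Ttr were called (adjusted p = 0.0314, 0.0229 and 0.041). Adjusted over the list alone, a list that the study chose on these mice, all but Apoc1 passed. Hepatocytes make these transcripts: Apoa1 stood at 15860.0 ± 1320.0 CPM in hepatocyte-like cells of controls and changed there by -0.24 (adjusted p = 0.0744), and Ttr changed by 0.12 (adjusted p = 0.455). Another 15 hepatocyte genes, Alb among them, took 0.434% to 0.678% of the UMIs of B-like cells in controls and 0.118% to 0.507% in anemic mice, and as a list they were lower in all 9 classes by camera. The Reactome sets of lipoprotein metabolism (median log2 fold change -0.40, adjusted p = 0.00385) and steroid hormones (median log2 fold change -0.04, adjusted p = 0.0932) did not pass under fry. 

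**Figure D4:**
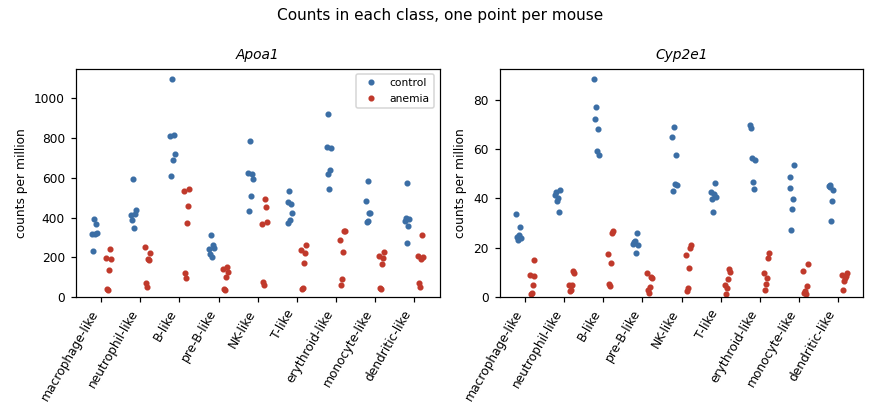
CPM of Apoa1 and Cyp2e1 in the summed UMIs of each of the 9 classes, 1 point per mouse. In each class both genes are lower in most or all anemic mice, and anemia 2 and anemia 3 lie lowest for Apoa1 in every class (96.0 CPM over the UMIs of all genes in B-like cells of anemia 3).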

Interestingly, the pathways responsible for the hormone and steroid metabolic processes, complement activation, and regulation of lipid biosynthetic processes were significantly suppressed in anemic-liver derived B cells (Fig. 4d) and their markers including steroids (*ApoA2, ApoA1, ApoE* and *ApoC1*), hormones (*Ttr and Rbp4*), and lipid biosynthetic (*ApoA1, ApoE* and *ApoC1*) are listed in Fig. S7. In addition, the pathway involved in complement activation was suppressed in these cells with a significant reduction in the expression of the *Iglc2* gene.

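Iglc2 (ENSMUSG00000076937; chromosome 16, 19198396 to 19200351 in GRCm38) encodes a constant region of the immunoglobulin lambda light chain. In B-like cells it stood at 738 ± 349 CPM in control and 653 ± 194 CPM in anemic mice (SD, n = 6 each), a log2 fold change of -0.18 (standard error 0.23, adjusted p = 0.733 from edgeR), with 3 of 6 anemic mice below every control. The difference did not exceed the spread between mice, and with each mouse left out in turn the log2 fold change stayed between -0.32 and 0.12. The control mean was raised by control 2 at 1430.0 CPM. The Reactome complement cascade, a set that does not hold Iglc2, was lower (23 genes, median log2 fold change -0.45, adjusted p = 2.2e-06, fry 0.0239). The same set was lower by camera in 8 of the 9 classes, the monocyte-like class being the exception.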

**Fig. 4:**
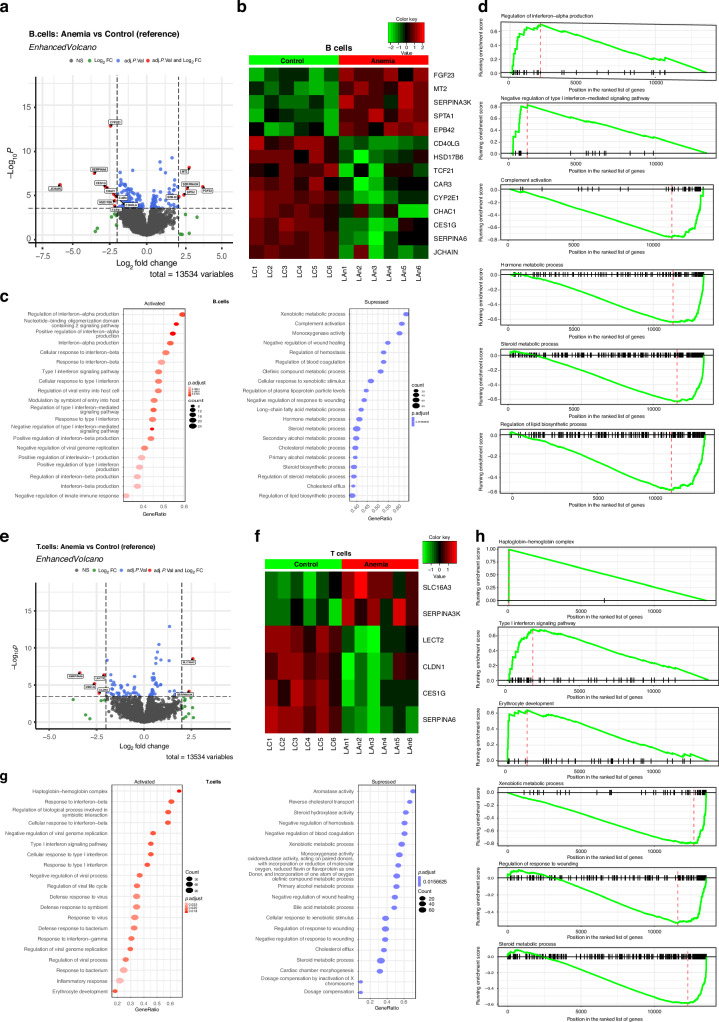
Defective lymphopoiesis in the murine neonatal liver during PIA. **a** Volcano plot showing differentially expressed genes (DEGs) of B-cell clusters derived from the liver between control and anemic groups. Genes with average log2 fold change >0.2 and −log10 (*P* value-adjust) >2 are plotted in red; others are blue. **b** Heat map showing the comparison between top-up- and downregulated genes in the B cell cluster between control and anemia. **c** Gene ontology enrichment analysis of B cells showed significantly enriched activated and suppressed pathways. **d** GSEA enrichment score curves of major suppressed pathways in anemic liver-derived B cell clusters. **e** Volcano plot showing DEGs of T-cell cluster derived from the liver between the control and anemic groups. Genes with average log2 fold change >0.2 and −log10 (*P* value-adjust) >2 are plotted in red; others are blue. **f** Heat map showing the comparison between top up- and downregulated genes in the T-cell cluster between control and anemia. **g** Gene ontology enrichment analysis of the T-cell cluster showed significantly enriched activated and suppressed pathways. **h** GSEA enrichment score curves of major pathways in the T-cell cluster derived from anemic liver. Specific details about (**a**–**h**) are as presented for monocyte clusters in Fig. 3a-d.

The genes *Slc16a3 and Serpina3k* were upregulated and *Lect2, Cldn1, Ces1g* and *Serpina6* were downregulated in T cells of anemic liver (Fig. 4e, f). 

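In the T-like class 29 of 10910 tested genes (7 higher and 22 lower in anemic mice) were called by edgeR and in the pre-B-like class 181 of 12280 tested genes (84 higher and 97 lower in anemic mice). Serpina6 (ENSMUSG00000060807; chromosome 12, 103646630 to 103657212 in GRCm38) stood at 8.05 ± 3.47 CPM in control and 0.313 ± 0.517 CPM in anemic mice (SD, n = 6 each) in T-like cells, a log2 fold change of -4.72 (adjusted p = 0.0015), and fell by 3.55 on the log2 scale in pre-B-like cells (adjusted p = 2.7e-04). Lect2 was lower in both, at -2.40 in T-like (adjusted p = 0.00518) and -2.13 in pre-B-like cells (adjusted p = 3.8e-04). Slc16a3 (ENSMUSG00000025161) rose in T-like cells from 15.3 ± 3.25 to 30.8 ± 12.6 CPM without passing the threshold (log2 fold change 1.07, adjusted p = 0.064), and was called without anemia 5 (adjusted p = 0.0378). In pre-B-like cells it rose from 0.907 ± 0.638 to 4.29 ± 2.04 CPM (log2 fold change 2.21, adjusted p = 0.00677). Serpina3k was called in pre-B-like cells (2.64, adjusted p = 0.0063) and not in T-like cells (1.76, adjusted p = 0.427); whether the 2 classes differ was not tested. Ces1g fell by 2.74 in pre-B-like cells (adjusted p = 0.00924) and was too rare to test in T-like cells, as was Cldn1 in both classes. Genes with at least 20 times more RNA in hepatocyte-like cells than in any immune class made up 1.69% of the genes tested in T-like cells and 18 of the 29 called (62.1%). Among called genes whose groups did not overlap, the largest other rises were Fabp4 (1.32), Bnip3 (1.30) and Gm10076 (1.03) in T-like, and Fabp4 (1.33), Bnip3 (1.02) and Lpcat2 (0.95) in pre-B-like cells, and the falls were those of Car3 (-2.98) and Cyp2e1 (-2.85) in T-like and Pon1 (-2.001), Cyp2e1 (-1.92) and Akr1c6 (-1.67) in pre-B-like cells. Fabp4 rose in endothelial-like cells too, by a log2 fold change of 1.88, to 15280 CPM.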

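In T-like cells the interferon response list was higher by camera (17 genes, median log2 fold change 0.28, adjusted p = 0.0104) and not under fry (adjusted p = 0.378), and without anemia 2 its median was 0.11 (adjusted p = 0.565). In pre-B-like cells the list had median log2 fold change 0.55, adjusted p = 2.0e-05 (fry 0.256), and its median was 0.22 without anemia 2 (adjusted p = 0.0232), 0.34 without anemia 3 and 0.91 without control 2. The Reactome interferon set did not pass in T-like cells (median log2 fold change 0.10, adjusted p = 0.188). Of the inflammatory lists, chemotaxis (median log2 fold change 0.27, adjusted p = 0.581), chemokine production (median log2 fold change 0.30, adjusted p = 0.227) and IL-6 production (median log2 fold change -0.02, adjusted p = 0.183) did not pass in T-like cells, nor in pre-B-like cells. Of the metabolic lists, hypoxia and glycolysis was higher in both, at 0.40 in T-like (adjusted p = 5.3e-10 by camera, fry 0.156) and 0.39 in pre-B-like cells (adjusted p = 6.5e-20, fry 0.00105). In T-like cells its median was 0.20 without anemia 2 (adjusted p = 4.6e-07 by camera). The level over the list there was 9706 CPM in anemia 2 and 6905 in anemia 3, and the 4012 to 4572 of the other 4 anemic mice lay within the 3431 to 5328 of the controls.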

Similar to B cells, T-cells were enriched for pathways of interferon signaling and inflammatory responses and suppressed for metabolic processes (Fig. 4g). The complete lists of upregulated and downregulated genes in B- and T-cell clusters of anemic liver are presented in Tables S7 and S8, respectively. Similar to our findings in B cells, GSEA pathway analysis of T cells from the anemic liver revealed suppressed steroid metabolic processes (Fig. 4h) and we also observed activation of the haptoglobin-hemoglobin complex, type I interferon signaling pathway, (Fig. 4h) with markers representing steroid metabolic processes (*ApoA2, ApoA1, ApoE* and *ApoC1*) being downregulated (Fig. S8). These results indicate that adaptive immune cell pathways are highly suppressed in the anemic group compared to the control. 

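The steroid, hormone and lipid list of 6 genes was lower in T-like (median log2 fold change -1.21, adjusted p = 2.9e-18, fry 0.0383) and in pre-B-like cells (median log2 fold change -1.04, adjusted p = 8.5e-19, fry 0.0103). In T-like cells Apoa1 stood at 542 ± 75.8 CPM in control and 198 ± 116 CPM in anemic mice (SD, n = 6 each; log2 fold change -1.48, adjusted p = 0.0646 from edgeR), Apoa2 had a log2 fold change of -1.19 (adjusted p = 0.103), Apoe -1.09 (0.157) and Apoc1 -0.91 (0.451). None of these was called over all genes, and all 4 passed when adjusted over the list alone. Without anemia 2, Apoa1 and Apoa2 were called (adjusted p = 0.0204 and 0.0307), and Apoa1 was also called without anemia 1 or anemia 6. In pre-B-like cells Apoa1 (-1.30), Apoa2 (-1.03), Apoe (-0.95), Ttr (-1.37) and Rbp4 (-1.04) were called and Apoc1 was not (-0.59, adjusted p = 0.18), except without anemia 5 (adjusted p = 0.0211). The list of 15 hepatocyte genes, which leaves out these 6, had median log2 fold change -0.98, adjusted p = 3.4e-33 in T-like cells. The type I IFN signaling genes of the paper had median log2 fold change 0.34, adjusted p = 0.0551 in T-like and median log2 fold change 0.24, adjusted p = 0.0478 in pre-B-like cells (fry 0.259), where the call was lost in 6 of the 12 fits that left out 1 mouse, with medians of 0.12 without anemia 2 (adjusted p = 0.357) and 0.13 without anemia 3 (adjusted p = 0.141). Haptoglobin-hemoglobin genes were not tested as a set, and the list of 12 erythroid genes was higher in T-like cells by camera (median log2 fold change 0.85, adjusted p = 7.5e-05) and not under fry (adjusted p = 0.201), and without anemia 1 its median was 0.33 (adjusted p = 0.00625 by camera). The erythroid list also took a larger share of the UMIs in endothelial-like cells of anemic mice, and free RNA was not tested as its source.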

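The calls in lymphocytes went in both directions: 135 of 277 were of higher genes in B-like, 84 of 181 in pre-B-like and 7 of 29 in T-like cells. By camera the 2 glycolysis lists rose and the steroid, hormone and lipid list fell in all 3 classes, and under fry too, except for the glycolysis lists in T-like cells. The interferon response list rose in all 3 by camera and in none under fry, and its call in T-like cells was lost without anemia 2. By camera the Reactome interferon set passed in B-like and pre-B-like cells and the type I IFN signaling genes in pre-B-like cells only, neither under fry, and both pre-B-like calls were lost without control 6, anemia 2 or anemia 3. From the suppressed hormone, steroid, lipid and complement pathways in B cells and the suppressed steroid and metabolic processes in T cells (Fig. 4), the paper takes the pathways of adaptive immune cells to be suppressed in anemia. 

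**Figure D5:**
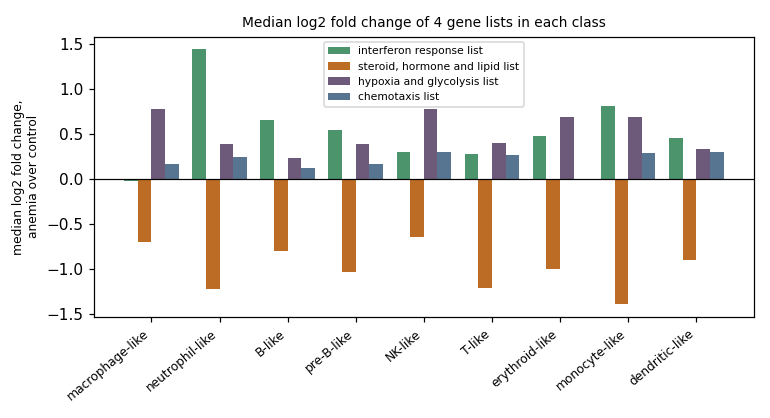
Median log2 fold change (anemia over control) of 4 gene lists in each of the 9 classes, as bars from 0. The steroid, hormone and lipid list is below 0 and the hypoxia and glycolysis list above 0 in every class.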

A similar pattern of activation of interferon signaling and suppression of metabolic processes was also noted in NK cells (Figure S9), and the complete list of upregulated and downregulated genes in NK cells is presented in Table S9.

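In NK-like cells 13 of 12506 tested genes (9 higher and 4 lower in anemic mice) were called by edgeR, 1461 at an unadjusted p under 0.05. The number of calls fell to 0 without control 1 or control 4 and was 90 with DESeq2. Fabp4 (ENSMUSG00000062515) rose from 41.9 ± 3.62 to 115 ± 41.4 CPM (SD, n = 6 each; log2 fold change 1.46, adjusted p = 0.0136), and was not called without control 1 or control 4 (adjusted p = 0.0536 and 0.0749). Endothelial-like cells of the same livers went from 4155 to 15280 CPM of Fabp4. They gained 61170 UMIs of it per 1000 cells, against 235.4 in NK-like cells and 99.88 (erythroid-like) to 1038 (dendritic-like) over the immune classes. Free RNA in the droplets was not tested as the source of this rise. Dscam (1.55), Kit (1.60) and Cyp2e1 (-2.30) were the other largest changes, and each lost its call in 7 or more of the 12 fits that left out 1 mouse. The interferon response list did not pass (median log2 fold change 0.30, adjusted p = 0.0851), nor did the Reactome interferon set (median log2 fold change -0.03, adjusted p = 0.885) or the type I IFN signaling genes (median log2 fold change 0.32, adjusted p = 0.371). The steroid, hormone and lipid list was lower (median log2 fold change -0.65, adjusted p = 2.2e-05), without passing under fry (adjusted p = 0.141). Hypoxia and glycolysis (median log2 fold change 0.78, adjusted p = 8.9e-19) and Reactome glycolysis (median log2 fold change 0.50, adjusted p = 1.3e-06) were higher by camera only, and without anemia 2 their medians were 0.49 and 0.12 (adjusted p = 3.7e-21 and 5.7e-08).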

## Discussion

Anemia in preterm infants is increasingly prevalent and strongly associated with short- and long-term complications, even including death.^1,10,51–56^ Since the liver is functionally positioned between the gastrointestinal tract and the systemic circulation, it plays a major role in immunity and metabolism, enabling infants and adults to process detoxification. In particular, the liver is the primary site of hematopoiesis in the human preterm neonate until 22 weeks gestation (and the first 2 postnatal weeks in the mouse), a developmental stage when the newborn encounters many physiological and non-physiological (e.g., phlebotomy) challenges from the first moments after birth. In the mouse fetal liver, hematopoietic stem cells (HSCs) seed the liver and migrate to the bone marrow during birth. Under stress conditions, either liver-resident HSCs or egress from the bone marrow may take residence in the liver to initiate extramedullary hematopoiesis (EMH).^57^ We recently showed that severe anemia leads to a “leaky gut” and allows for bacterial translocation into circulation,^5^ which could presumably lead to the direct uptake of bacterial products into the neonatal liver thus activating the hepatic leukocyte responses by EMH. To address the severe PIA that alters the liver immune pool, we report a map of the immune cellular landscape and transcriptome coverage of the mouse pup’s liver using single-cell RNA sequencing.

To date, no specific transcriptional signature has been associated with livers in anemic premature infants. Our recent findings identified the diversity and profile of immune cells from the blood of murine pups with PIA, suggesting that the rate of immune cell alteration is influenced by PIA.^25^ Consistent with this finding, our present results on neonatal livers also demonstrate that PIA alters the immune composition and transcriptional signature of the liver. Profiling transcriptomes from PIA and control livers, our study uncovered differences in immune cell profiles in the liver of anemic and control murine neonates. These data add to the notion that neonatal anemic liver cells may be biologically and/or immunologically fundamentally distinct.

We previously described^25^ that monocyte counts in the blood were slightly increased on days 4 and 6 in response to phlebotomy, followed by a downtrend bringing the counts back down to a level similar to age-matched controls (day 10). Our previous findings well support these monocyte dynamics in the blood that severe anemic conditions lead to low-grade inflammation in the intestine by paracellular permeability^5^ and hypoxia, likely recruiting the circulating monocytes from blood to the intestine. The present findings suggest that the liver similarly contains a higher number of monocytes with inflammatory and highly chemotactic phenotypes, which appear similar to the monocytes we found in earlier studies.^6,25,26^ These profiles strongly suggest that the liver, a major hematopoietic organ in neonates, contributes to the inflammatory response during neonatal anemia. A higher number of erythrocyte progenitors in anemic liver was found in the setting of anemia, suggestive of stressed erythropoiesis. Several existing studies reported that anemia induced by phlebotomy,^58^ iron deficiency,^59^ phenylhydrazine,^60–63^ inflammation,^64^ and sepsis^65,66^ causes stressed erythropoiesis in bone marrow and extramedullary hematopoietic organs like the spleen. However, this study suggests that PIA-induced stressed erythropoiesis in the neonatal liver includes increased production of erythroid cells with activation of extracellular matrix (ECM), which helps orchestrate hematopoietic niche architecture and regulates the cellular function of erythroid cells by colony formation, differentiation, progenitor proliferation, and regulation of its fitness. Although the activation of ECM pathways indicates the enhancement of erythroid production from proerythroblasts, the maturation deficits might lead to increased release of nucleated erythroid cells into the circulation.^67^ Consistent with these findings, we recently reported that PIA pups showed a significant elevation of reticulocyte percentage from day 6 to day 10,^25^ correlated with higher reticulocyte counts, in preterm human infants with anemia of prematurity. Additionally, the pathway analysis suggests that these anemic erythroid cells suppress the inflammatory response by downregulating interferon and innate immune response signaling, indicating that erythroid progenitors might be resistant to endotoxins due to the absence of toll-like receptor-4 (TLR4^68^).

Overall, our study proposes that anemia dysregulates the development and function of immune cell populations in the liver. A wide range of functional alterations of immune cells with inflammatory potentials, like the monocytes, may induce emergency myelopoiesis and cause erythroid cells with noninflammatory phenotypes to undergo stressed erythropoiesis.

When we analyzed the adaptive immune cells, B cells, and T cells in the anemic liver, we found evidence that adaptive immunity was highly suppressed by activating inflammatory pathways and/or reducing metabolic processes. Our previous study showed that only no/minimal changes in lymphocyte populations in the blood during PIA,^25^ yet this study shows a reduction in counts of B cells and T cells in anemic liver. Together, these findings indicate that lymphocytopenia might occur, with possible mechanisms including (i) decreased production of these cells by the neonatal liver; (ii) increased trafficking to anemia-associated hypoxic tissues, and (iii) increased destruction due to activation of these cells by anemia-associated endotoxin exposure. In addition to endotoxin, hypoxia is also possibly triggered by anemia in the liver, and hypoxia has been shown to inhibit lymphocyte proliferation through HIF-1α signaling.^69^ The HIF signaling pathway also increases glycolytic metabolism in germinal center (GC) B cells, which affects B cell proliferation.^70^ Hypoxia can cause T cell exhaustion and negatively impact the proliferation of naïve and memory T cells through metabolic stress.^71^ Moreover, nucleated erythroid cells are known to be immunosuppressive, including suppression of B and T lymphocytes.^72,73^ Consistent with this, the increased production of erythroid cells found in our study might suppress the activity of both B-cell- and T-cell-mediated immune responses. The likely explanation for suppressed lymphopoiesis in these mice is that endotoxin or hypoxia may have dysregulated the production of these immune cells. In addition, the suppressed lipid biosynthesis and steroid pathways in anemic liver-derived lymphocytes might be due to anemia-associated nutritional imbalance that may significantly influence lipid biosynthesis in lymphocytes, impacting their function and survival, also crucial for adaptive immunity. Their mechanism(s) in neonatal hematopoiesis and metabolic remodeling remain a subject of further investigation.

In conclusion, we identified diverse immune cell populations with increased numbers of monocytes with proinflammatory phenotype and stressed erythroid cells and suppressed lymphocytes (B and T cells) numbers, with altered metabolic pathways were detected in the anemic liver. This study sheds light on emergency myelopoiesis, stressed erythropoiesis, and deficiency of lymphocytes in anemic liver, which may provide novel insight for the development of therapeutics to treat anemia in preterm infants and neonates.

## Supplementary information

Supplementary Figures

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

## Data Availability

Single-cell data related to all control and anemic mouse liver cells were deposited at Gene Expression Omnibus under accession number GSE285887.

# Supplementary material for: Immune landscape in liver of neonatal mice with phlebotomy-induced anemia
**Source:** Pediatr Res. 2025 Sep 17;99(4):1602–12. doi: 10.1038/s41390-025-04361-x
**Supplement:** Supplementary file 1 — Supplementary Figures

Figure S1

# Quality Control

- Besides filtering out the cells with the total number of RNAs less than 500, we further filter out the cells with mitochondrial content <50%. The remaining number of cells in each sample:

|       |       |       |       |       |       |       |       |       |       |       |       |
|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| LAn1  | LAn2  | LAn3  | LAn4  | LAn5  | LAn6  | LC1   | LC2   | LC3   | LC4   | LC5   | LC6   |
| 16471 | 17840 | 21186 | 18872 | 18007 | 15707 | 15513 | 18154 | 14185 | 15561 | 16554 | 18119 |

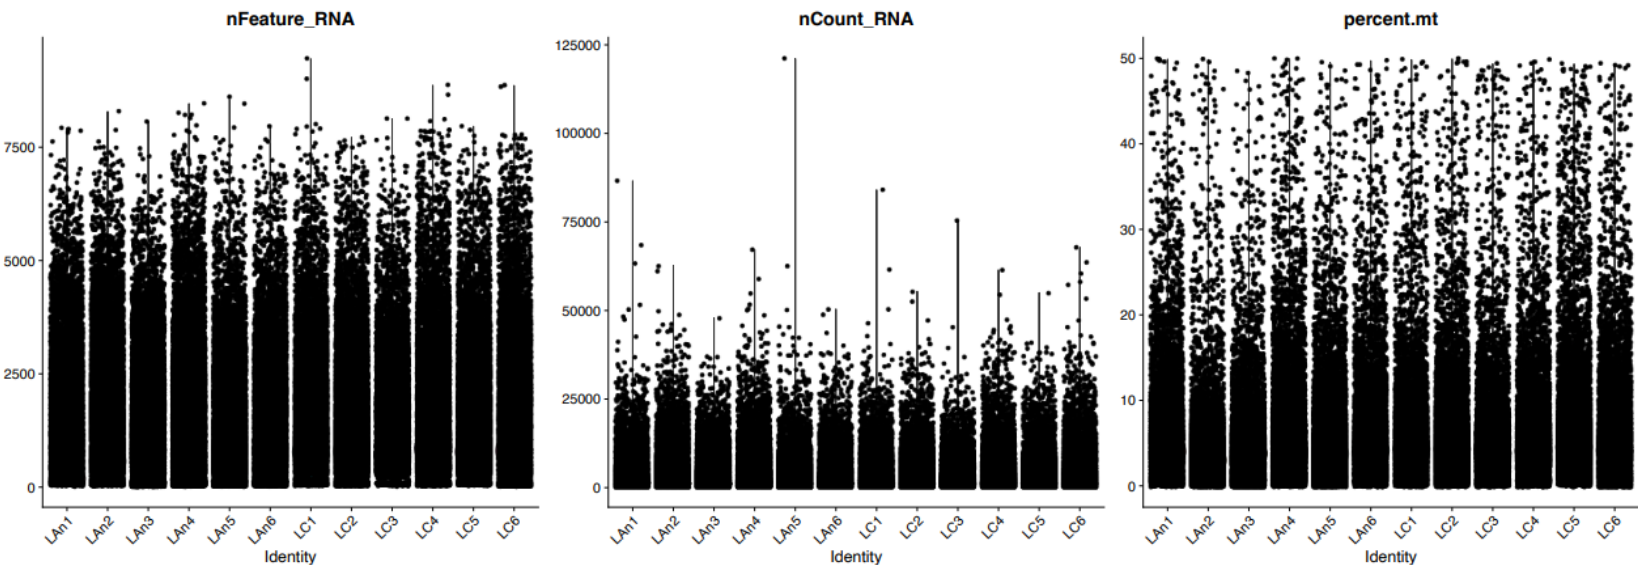

**Fig S1.** Uniform and data-driven quality control (QC) thresholds for scRNA-seq data. Cells (N = 146,680) from murine liver tissue sample with the number of unique genes detected (x-axis) and percent of cell counts mapping to mitochondrial (mtDNA) genes (y-axis). Illustration of removing cells with a uniform QC threshold of greater than 10% cell counts mapping to mtDNA genes (solid black line) and a more data-driven threshold of greater than 3 median absolute deviations (MADs) of the percent of counts mapping to mtDNA genes (dotted black line).

Table S1

Top marker genes specifically expressed in 8 immune cell clusters

| Clusters                     | Cluster identity genes                                   |
|------------------------------|----------------------------------------------------------|
| Non-inflammatory macrophages | Lyz2, C1QC, C1QB, CD5L, MARCO, C1QA, SLC40A1, CTSB, FCNA |
| Neutrophils                  | S100A8, Elane, NGP, RETNLG, LTF                          |
| B Cells                      | MS4a1, IGKC, IGHM, EBF1, CD79B, CD79A, BACH2, Ly6D       |
| NK Cells                     | Nkg7, GZMA, GZMB, ITK, PTPN22                            |
| Erythroid Cells              | GYPA, SNCA, ALAS2, HBB-BS, HBA-A2, HBA-A1, HBB-BT        |
| T Cells                      | CD3e, STMN1, HMGB2, IGLL1, RRM2, TOP2A                   |
| Monocytes                    | Ly6C2, PLAC8, MS4A6C, PID1, TRPS1                        |
| Dendritic cells              | Siglech, CCR9, GRM8, TCF4                                |

**Supplementary Table 1.** shows the high-specificity marker genes that were used as a validation of correct cell type assignments from the 8 clusters.

**Figure S2**

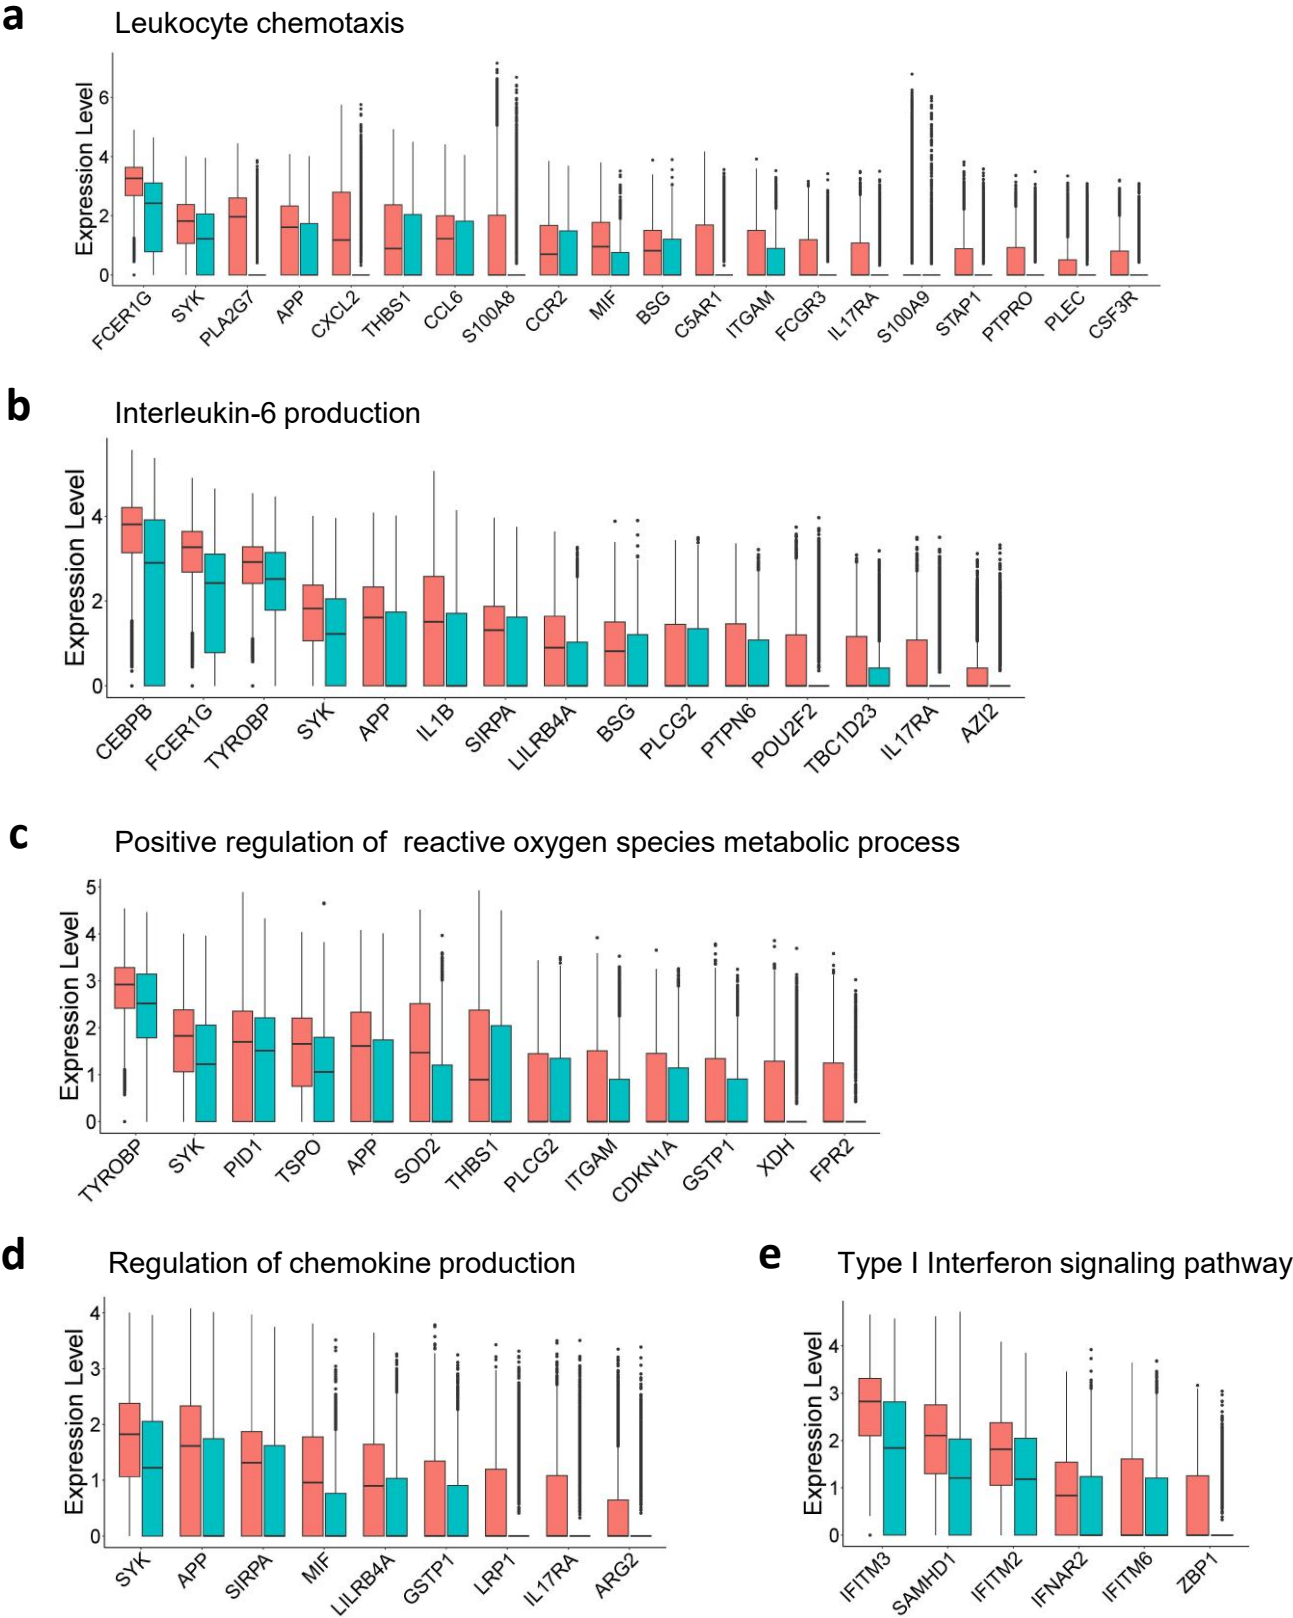

**Fig. S2.** Bar diagram represents the expression level of upregulated and downregulated genes of respective pathways that activated in anemic-liver derived monocyte cluster.

**Fig S3.** (a) Volcano plot showing differentially expressed genes (DEGs) of non-inflammatory macrophage clusters derived from the liver between control and anemic groups. Average\_log2 fold change > 0.2 & -log10 (P value-adjust) > 2 are red; others are blue. (b) Heat map showing the comparison between top 15 up- and downregulated genes in non-inflammatory macrophage cluster between control and anemia. (c) Gene ontology enrichment analysis of non-inflammatory macrophages showed significantly enriched activated and suppressed pathways. The vertical items are the names of GSEA terms, and the length of the horizontal graph represents the gene ratio. The depth of the color represents the adjusted p-value. The area of the circle in the graph means gene counts.

Figure S4

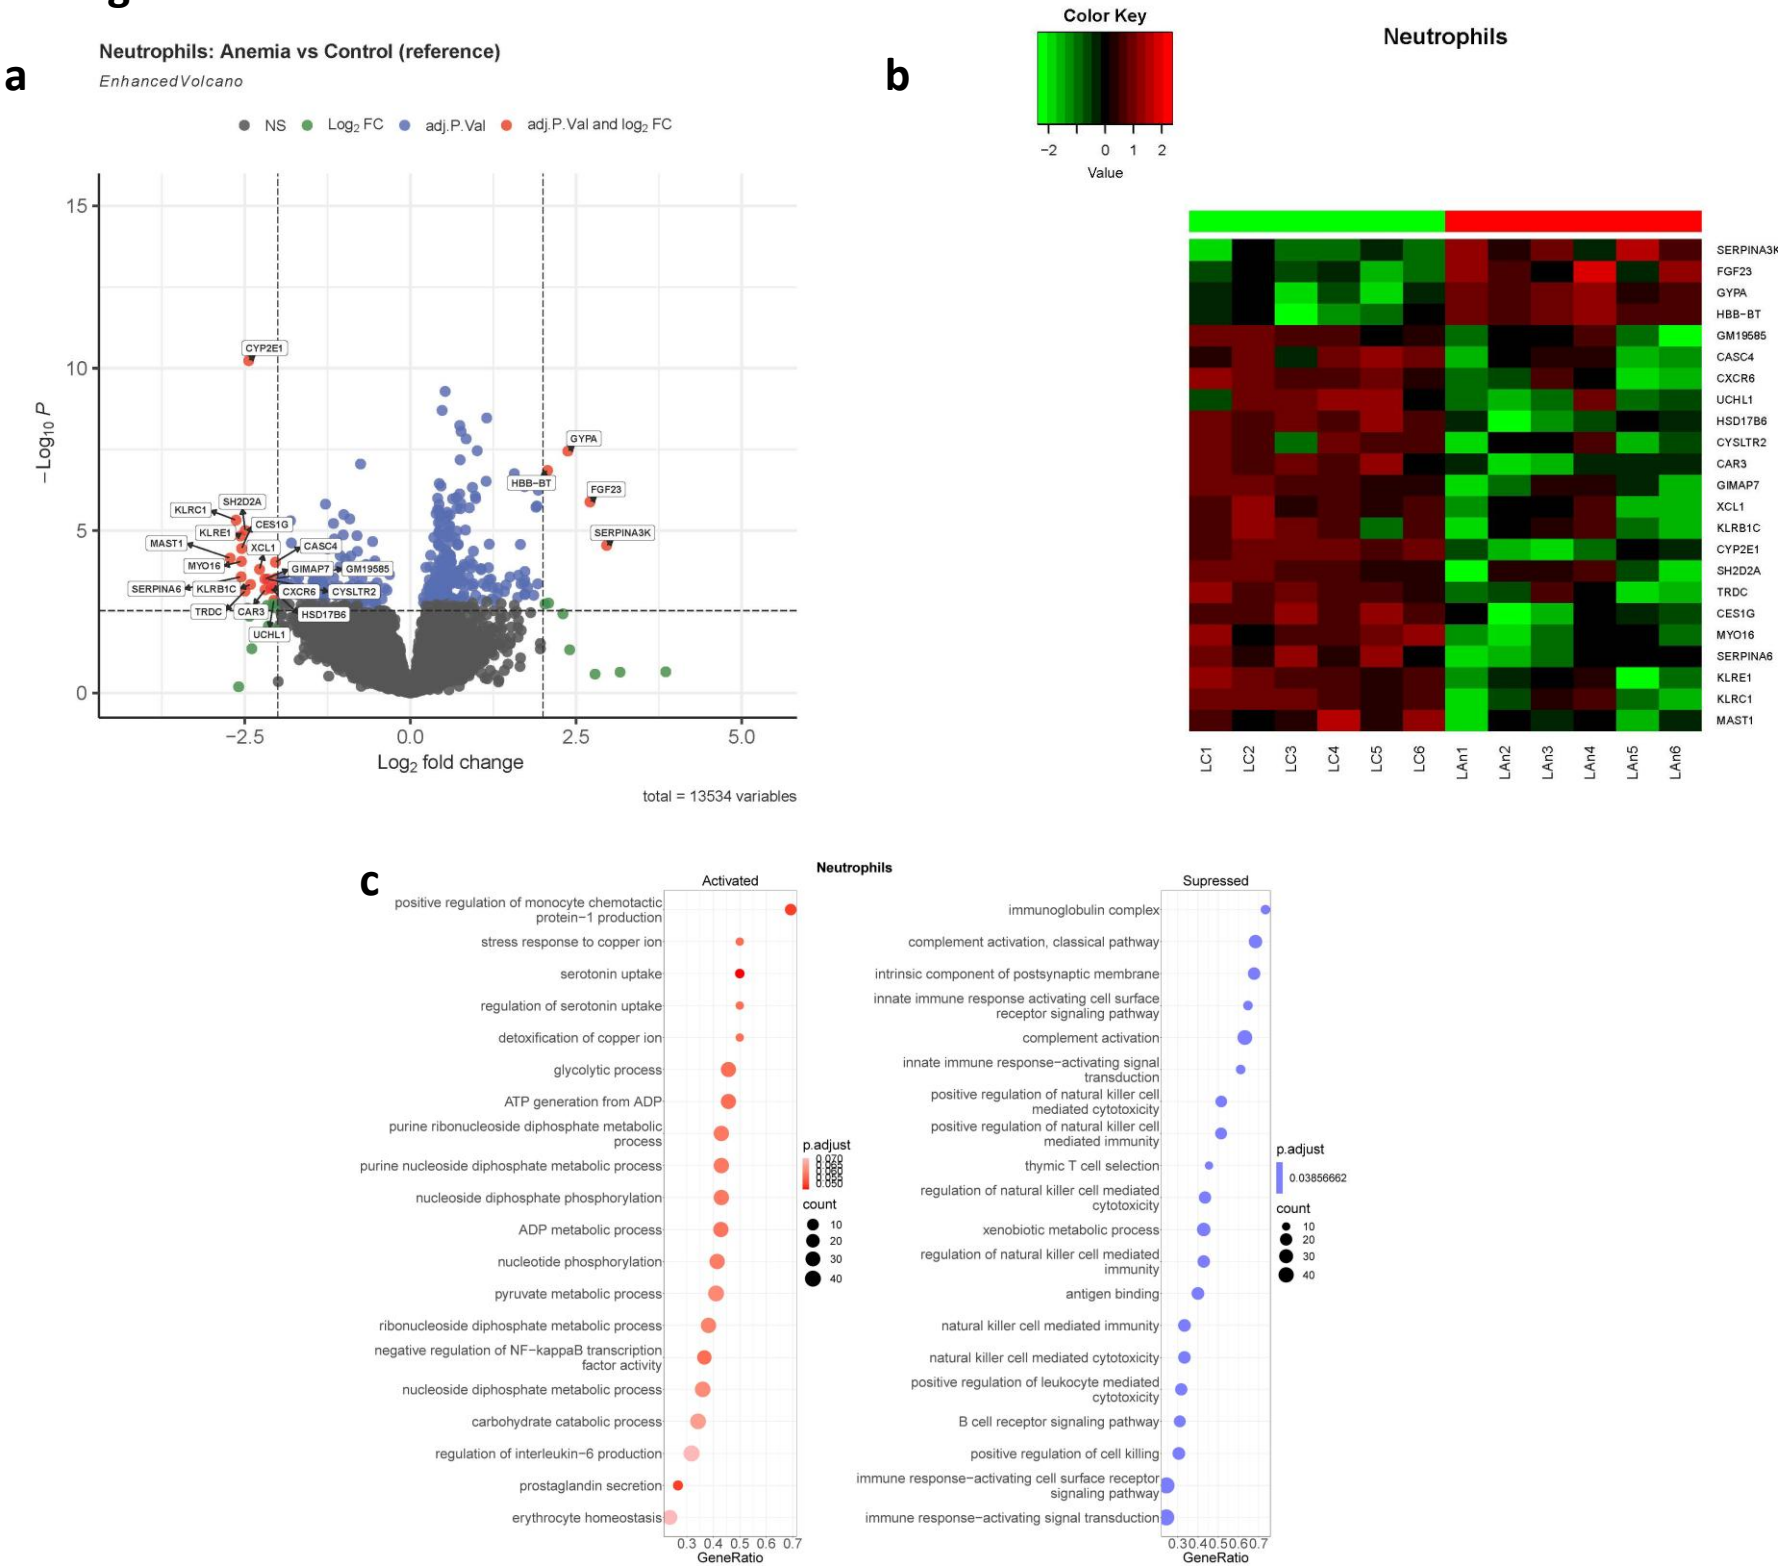

**Fig S4.** (a) Volcano plot showing differentially expressed genes (DEGs) of neutrophil clusters derived from the liver between control and anemic groups. Average\_log2 fold change > 0.2 & -log10 (P value-adjust) > 2 are red; others are blue. (b) Heat map showing the comparison between top 15 up- and downregulated genes in a neutrophil cluster between control and anemia. (c) Gene ontology enrichment analysis of neutrophils showed significantly enriched activated and suppressed pathways. The vertical items are the names of GSEA terms, and the length of the horizontal graph represents the gene ratio. The depth of the color represents the adjusted p-value. The area of the circle in the graph means gene counts.

Figure S5

a

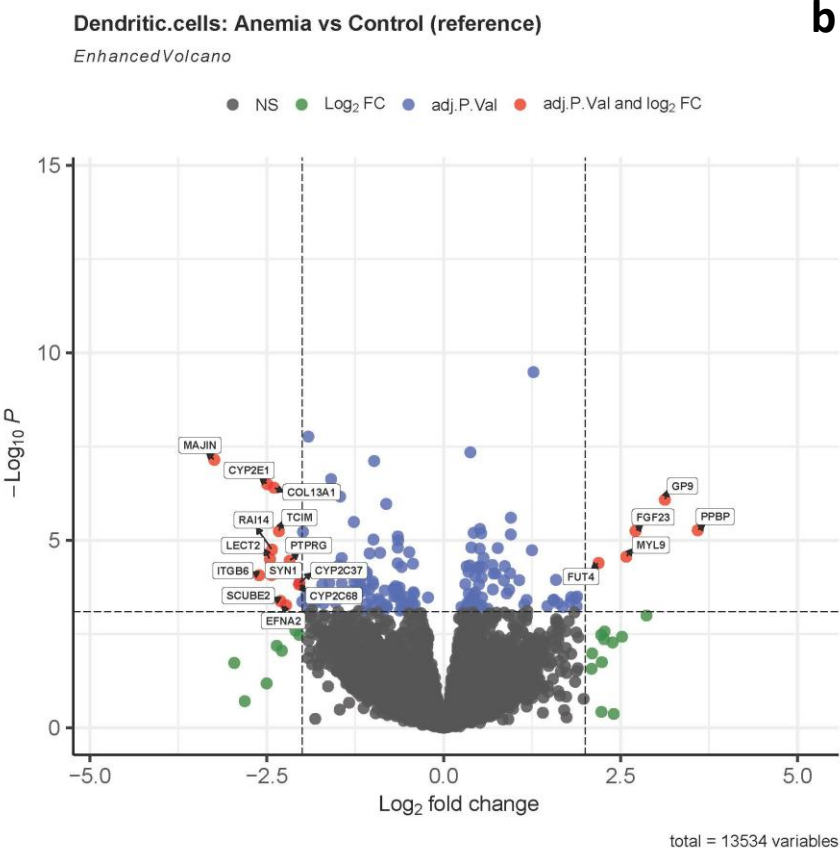

b

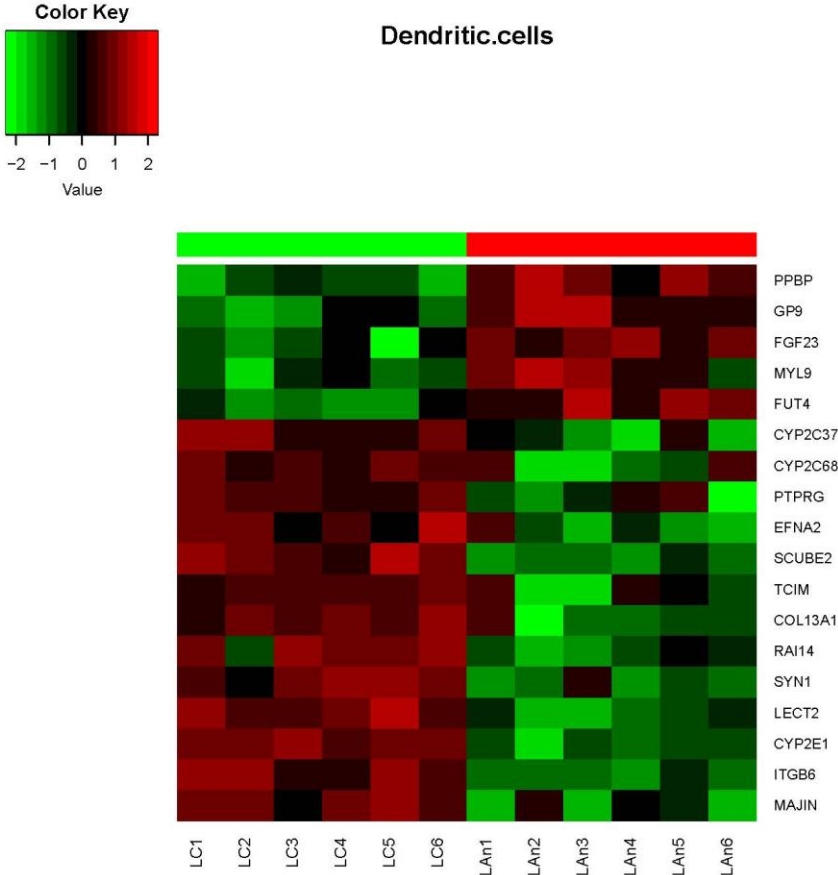

c

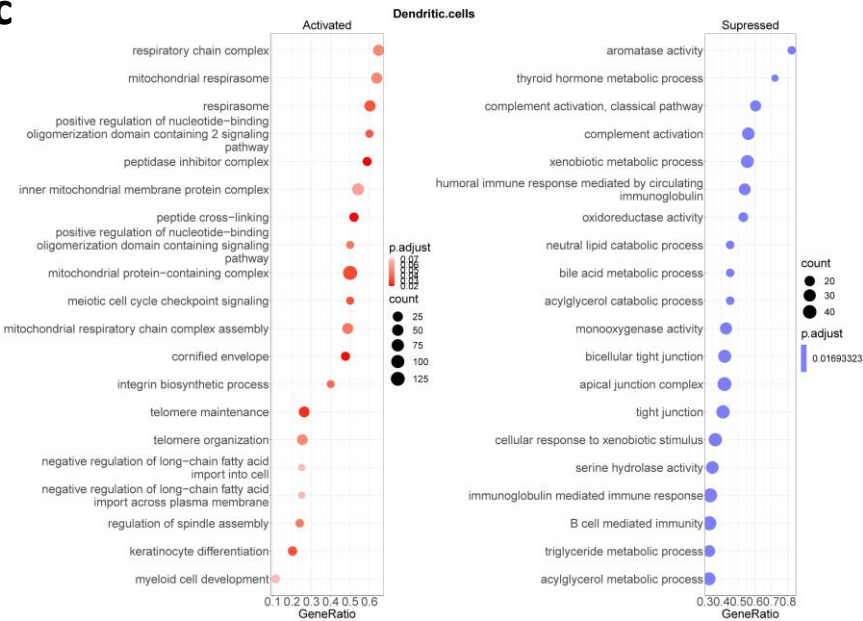

**Fig S5.** (a) Volcano plot showing differentially expressed genes (DEGs) of dendritic cell clusters derived from the liver between control and anemic groups. Average\_log2 fold change > 0.2 & -log10 (P value-adjust) > 2 are red; others are blue. (b) Heat map showing the comparison between top 15 up- and downregulated genes in dendritic cell cluster between control and anemia. (c) Gene ontology enrichment analysis of dendritic cells showed significantly enriched activated and suppressed pathways. The vertical items are the names of GSEA terms, and the length of the horizontal graph represents the gene ratio. The depth of the color represents the adjusted p-value. The area of the circle in the graph means gene counts.

Figure S6

**a**

Collagen-containing extracellular matrix,  
External encapsulating structure  
Extracellular matrix

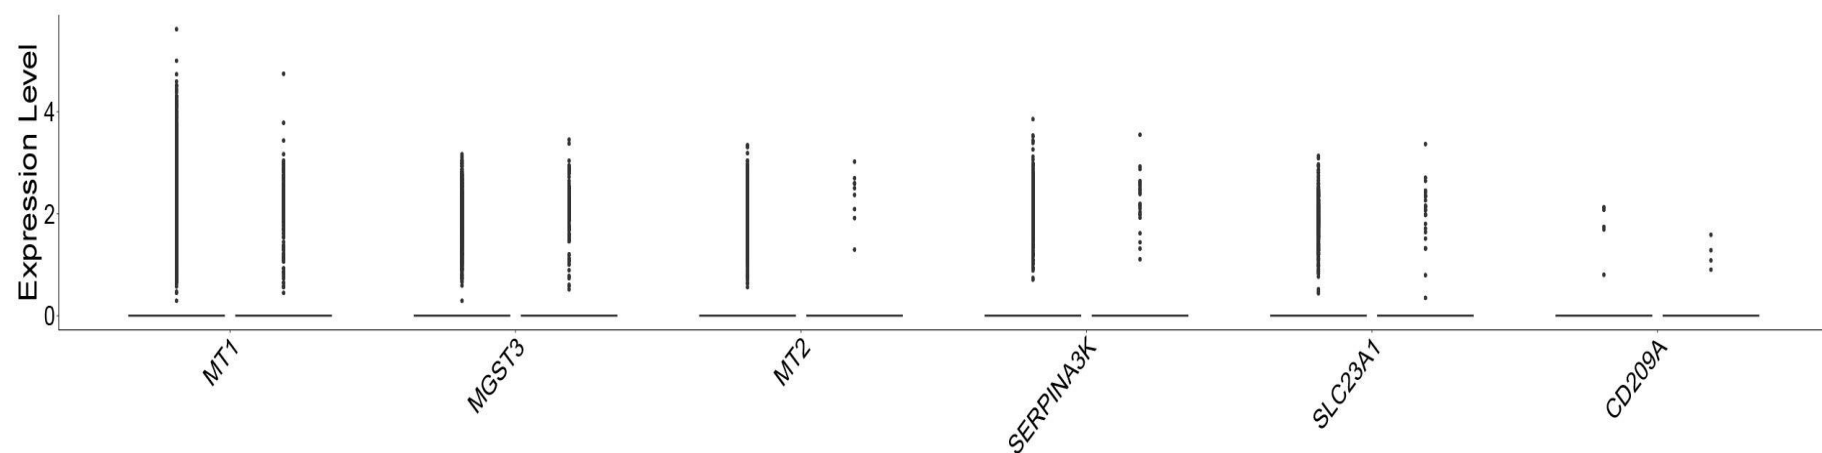

**Fig. S6.** Bar diagram represents the expression level of upregulated genes of respective pathways that activated in anemic-liver derived erythroid cell cluster.

**Figure S7**

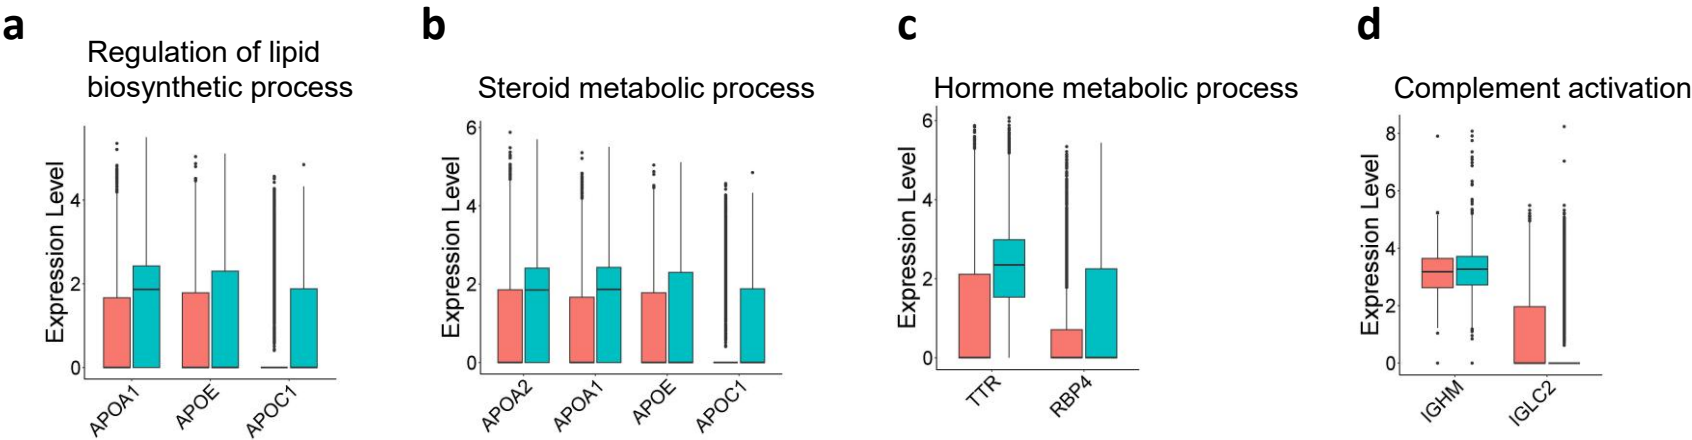

**Fig. S7.** Bar diagram represents the expression level of upregulated and downregulated genes of respective pathways that activated in anemic-liver derived B cell cluster.

Figure S8

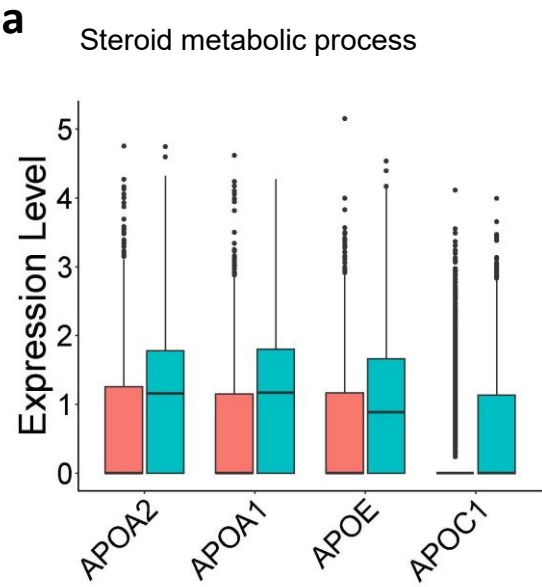

**Fig. S8.** Bar diagram represents the expression level of upregulated and downregulated genes of respective pathways that activated in anemic-liver derived T cell cluster.

Figure S9

a

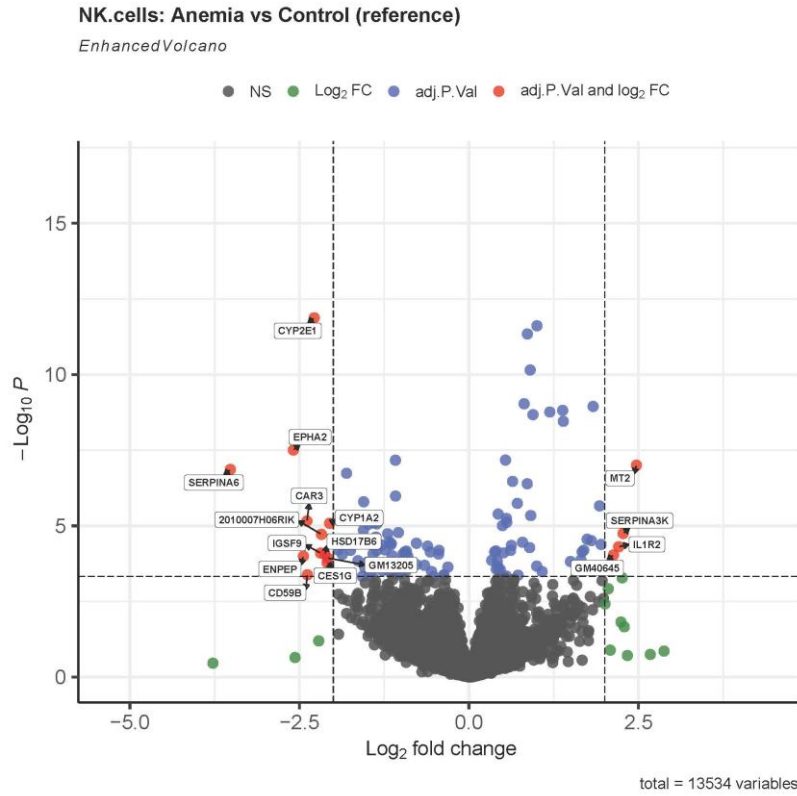

b

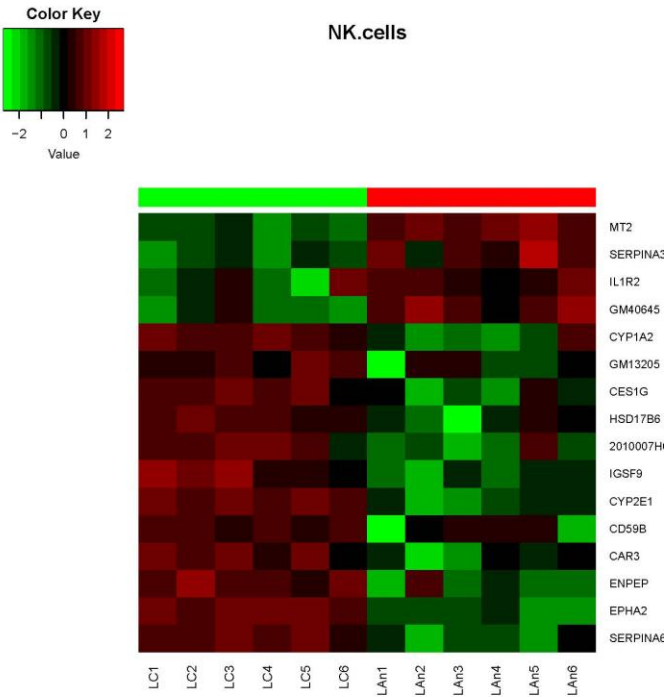

c

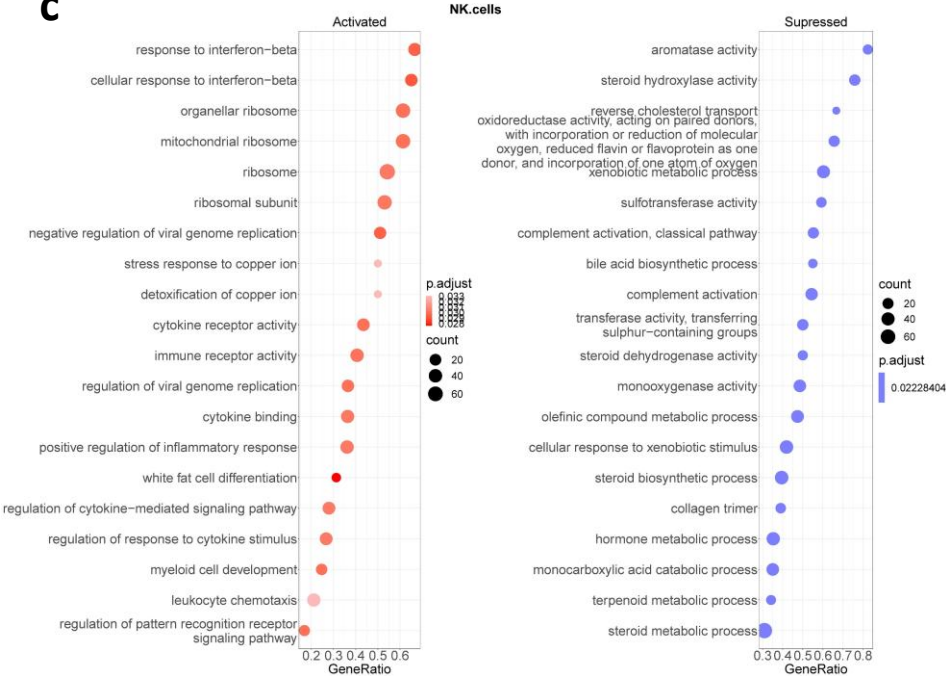

**Fig S9.** (a) Volcano plot showing differentially expressed genes (DEGs) of NK cell clusters derived from the liver between control and anemic groups. Average\_log2 fold change > 0.2 & -log10 (P value-adjust) > 2 are red; others are blue. (b) Heat map showing the comparison between top 15 up- and downregulated genes in NK cell cluster between control and anemia. (c) Gene ontology enrichment analysis of NK cell clusters showed significantly enriched activated and suppressed pathways. The vertical items are the names of GSEA terms, and the length of the horizontal graph represents the gene ratio. The depth of the color represents the adjusted p-value. The area of the circle in the graph means gene counts.

How the deposited data were processed for this re-analysis (not part of the article)

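Livers of 6 control and 6 anemic mice were measured, with 1 library per mouse and no pooling. As deposited by the authors, the values are UMI counts per gene and cell barcode from 10X software, without normalization, and the barcodes were already limited to those with at least 500 UMIs. The paper names the mouse transcriptome that the reads were aligned to without its build, so coordinates are those of GENCODE M21 on GRCm38. Gene identifiers are those of the authors' tables of counts. Libraries held 46252146 to 74545930 UMIs in 14184 to 21186 kept cells. At this depth, 0 UMIs of a gene in a class does not show its absence, and genes with a mean under 5 UMIs per mouse were not tested.

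Cells with 500 to 50000 UMIs and at most 50% mitochondrial UMIs were kept. Scaling, the choice of 2000 variable genes, 20 principal components and a graph of 20 neighbours were computed with scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 under Python 3.11.15, and Leiden clusters at resolution 2 with leidenalg 0.10.2 and igraph 0.11.9. Plots were drawn with matplotlib 3.10.9. A cluster took the name of the class whose markers were highest, if at least 3 of them were raised. It stayed unnamed where another class had more markers among its top 10 genes, or where its cells were shallow and its top genes held no marker. After the clusters, their share of anemic cells and the paper's cell numbers had been seen, 2 conditions were added: no name where markers of another class scored higher, or where 2 classes scored within 0.2 of each other, unless at least 2 of its own markers were among the top genes. They left 7 clusters unnamed, with 2.21% of the control and 2.83% of the anemic cells. A margin of 0.25 was tried first and was lowered so that cluster 2, with 8.92% of the control and 4.58% of the anemic cells, stayed B-like. The cell names of the authors were not used here, so the classes were rebuilt from markers, and the pre-B-like class, which carries the markers Igll1 and Vpreb1, was kept apart from the T-like class. Doublets were called within each library from simulated doublets and 50 neighbours at a rate of 0.8% per 1000 barcodes. Tested on planted doublets of cells from 2 different named classes, the caller recovered 83.2% to 90.2% (area under the curve 0.913 to 0.935). The planted doublets were made like the simulated ones, and none was planted within a class, so the recovery of real doublets is not known. In the libraries the caller called 11.3% to 16.9% of the cells. Doublets were kept; the paper's methods name no step that removes them.

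The percentage of each class among the cells of 9 classes was compared between 6 and 6 mice with the exact two-sided Mann-Whitney test. Gene expression was compared with edgeR 4.0.16 (quasi-likelihood test, TMM) in R 4.3.3, class by class, on UMIs summed per mouse. A gene counted as called at a BH-adjusted p under 0.05. In simulated counts with 200 changed genes, the test recovered 135 of them at the depth of the macrophage-like class and 113 at that of the monocyte-like class, 94 and 85 of the 100 with an absolute log2 fold change of 2, with 4 and 3 calls among unchanged genes. Genes named are those that the Results name and, per class and direction, up to 3 called genes with the largest change, at least 10 CPM and no overlap between the groups. A few of these genes are not reported here. The values in the paper's supplementary gene tables were readable when this rule was written. Xist and the Y-linked genes were read in each mouse.

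Gene lists were tested with camera and fry of limma 3.58.1. There were 22 lists: 6 that the paper writes out (chemotaxis, IL-6 production, ROS, chemokine production, type I IFN signaling, and steroid, hormone and lipid), 7 written for this work (interferon response, hypoxia and glycolysis, and RNA of hepatocytes, erythroid cells, neutrophils, stellate cells and endothelial cells), and 9 Reactome sets that come with fgsea 1.28.0 (interferon alpha and beta signaling, lipoprotein metabolism, steroid hormones, complement cascade, extracellular matrix organization, collagen formation, chemokine receptors, glycolysis and heme biosynthesis). Mx1 is absent from the counts and was left out of the interferon list, and 6 genes of the hypoxia list had been seen to rise in the paper's tables. The GO sets and the swfdr adjustment of the paper were not used here. The paper's Table S3 was not used here, and of its other gene tables each copy lacks 1 gene.

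The markers, tests, lists, alternatives and the rule for named genes were set before the data were examined. The alternatives for gene counts were DESeq2 1.42.0, library sizes without TMM factors, no filter on low counts, a mean of at least 50 UMIs, replicate number as a block, Y-linked expression as a covariate, a mitochondrial share of at most 10%, doublets left out, the cells with the lower share of contaminating RNA, resolution 1, the joint voom model of the paper with BH in place of swfdr, and each mouse left out in turn. Cells with the lower share of contaminating RNA were chosen within each class and mouse, so the groups can still differ in that RNA. For percentages they were a permutation test of means, a block, other denominators, at least 1000 UMIs, a batch-balanced graph with 3 neighbours from each of the 12 libraries, and the lists of Table S1 as the only markers. Broad classes, both earlier naming rules, and fits without anemia 2 and anemia 3, were added after the data had been seen. For chance, 100 splits of the 12 mice were drawn. Flow cytometry has no data here and was left out.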

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

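Of the tests in this part, the ratio of monocyte-like to neutrophil-like cells, the gains of Vegfa and Fgf23 per cell, the tests of sex in non-immune classes, the count of Jchain cells outside the B-like class and the gain of the hypoxia list without anemia 2 and anemia 3 were chosen only after the result was seen, as was the limit of the search for single mice to percentages and to named genes of at least 10 CPM. In each group of 6 mice, the gap between the highest or lowest mouse and its neighbour was divided by the whole range (Dixon's ratio, at its 95% limit). A mouse stood apart in 12 of 218 groups. Chance gives about 1 in 20, which is close to that number.

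In anemia 2, monocyte-like cells made up 28.5% of the cells, compared with 2.203 to 10.4% in the other anemic mice, where anemia 3 was the highest. Poor recovery of lymphoid and non-immune cells would leave the ratio to neutrophil-like cells as it is. That ratio was 187 per 100 in anemia 2 and 89.2 in anemia 3, above the 23.0 to 52.1 of the other 10 mice, which argues against it unless neutrophils were lost as well. Doublets and cells of few UMIs are also argued against: with doublets left out or with at least 1000 UMIs, the share in these 2 mice was 11.0% or more, and in the other 10 it was at most 4.51%. Anemia 2 was also the anemic mouse whose erythroid-like share (11.8%) lay within the 2.34% to 20.5% of controls. Endothelial-like cells made up 4.00% of all kept cells in anemia 2 and 4.15% in anemia 3. In the other 10 mice they made up 9.78% to 16.5%. A different course of anemia in these 2 mice stays open and was not tested, as does a difference in handling, since the labels give no batch.

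Jchain in B-like cells stood apart in control 2 (448 CPM against 149.7 to 194 CPM in the other controls) and in anemia 2 (222 CPM against 0 to 4.27 CPM in the other anemic mice). In anemia 2, 99.8% of its UMIs (511 of 512) came from 1 cell with at least 10 of them, which is consistent with a plasma-like cell inside the class. In control 2, 3 cells held 1929 of 1945 UMIs, so that value rests on very few cells too. This holds for every control, where 1 to 4 such cells held at least 97.7% of the UMIs. Over 6 mice each, there were 16 such cells in control and 2 in anemic mice, 4 of which had none. Outside the class 1 more was found, in the macrophage-like cells of anemia 4, where it held 680 of 680 Jchain UMIs, so over all classes there were 16 and 3. This difference was not tested, and a loss of such cells in anemia stays open. Iglc2 in the same class was also far above the other controls in control 2 (1430.0 CPM against 512 to 759 CPM), and no explanation, technical or biological, was tested for it.

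In monocyte-like cells, Il1b (1801 CPM against 435 to 869 CPM), Tspo (898 CPM against 389.8 to 551 CPM), Sod2 (1959 CPM against 221 to 844 CPM), Samhd1 (1885 CPM against 851 to 1089 CPM) and Zbp1 (305 CPM against 47.4 to 107 CPM) were far higher in anemia 2 than in the other anemic mice. The same was seen for Slc16a3 in T-like cells of anemia 2 (55.1 CPM against 19.7 to 32.3 CPM), for Chil3 in monocyte-like cells of anemia 5 (809 CPM against 108 to 307 CPM) and for Abca13 in those of anemia 3 (38.9 CPM against 7.29 to 14.2 CPM). Genes of 1 library are not independent, and 5 mediators of anemia 2 are not 5 separate findings. Depth does not limit these values in anemia 2, whose monocyte-like cells held the most UMIs of the 12 mice (14880981). A different course of anemia and a difference in handling both stay open for these genes, and neither was tested.

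In classes that the paper set aside as non-immune, edgeR called 6800 of 12000 genes in hepatocyte-like cells (3427 higher and 3373 lower in anemia), 3013 of 16325 in endothelial-like cells (1303 and 1710) and 2246 of 15332 in stellate-like cells (1191 and 1055). Fgf23 in endothelial-like cells rose from 85.5 ± 17.5 to 994 ± 332 CPM (SD, n = 6; log2 fold change 3.54, edgeR adjusted p = 1.7e-07), and the lowest anemic mouse (660.5 CPM) was above the highest control (108 CPM). Free RNA would give each class a like gain, but Fgf23 gained 4752 ± 705 UMIs per 1000 endothelial-like cells (SE) and at most 49.6 in the 9 immune classes, with 2499 in stellate-like cells, which argues against free RNA as the source of this rise. For the other genes of these 3 classes free RNA was not tested. Both groups hold both sexes, so the gap between the groups in Fgf23 argues against sex as its cause. With Y-linked expression as a covariate, 91.9% of the called genes stayed called in the same direction in hepatocyte-like, 81.0% in endothelial-like and 71.9% in stellate-like cells, and the groups did not overlap in 32.2%, 8.80% and 5.77% of the tested genes, where chance gives 0.216%. Genes are not independent, so that excess has no p-value. This argues against sex as the whole cause in each class, and for the other called genes it stays open. Doublets (63.4% of the stellate-like cells) were tested for none of them and stay open, as does an effect of anemia.

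The hypoxia and glycolysis list was higher in macrophage-like cells of anemic mice, with a median log2 fold change of 0.78 (camera adjusted p = 1.1e-37, fry adjusted p = 6.1e-04; 21 of 21 genes higher, 15 called). The paper discusses hypoxia and reports no such list. Free RNA would give each class a like gain, but macrophage-like cells gained 20530 ± 8300.0 UMIs of the list per 1000 cells and erythroid-like cells 788 ± 495 (SE). The other immune classes gained 1014 ± 315 (B-like) to 15980 ± 8640 (NK-like), and endothelial-like cells 20690 ± 3550. The level over the list was 10890 CPM in anemia 2 and 8892 in anemia 3, 5840 to 6218 in the other anemic mice and 4200 to 5082 in controls, so these 2 mice carry much of the gain. Without them it was 8109 ± 1430.0 in macrophage-like and 650.1 ± 536 in erythroid-like cells. In the other immune classes it was then 1388 ± 189 (B-like) to 6574 ± 1970 (neutrophil-like), the upper end near the macrophage-like gain. The low gains of erythroid-like and B-like cells still argue against free RNA as the whole source. With Y-linked expression as a covariate the median was 0.81, which argues against the sex of the mice as the whole cause. Vegfa, chosen by its change, rose in these cells from 5.10 ± 1.35 to 41.0 ± 12.5 CPM (SD, n = 6; log2 fold change 2.99, edgeR adjusted p = 1.4e-05). It gained 167 ± 21.8 UMIs per 1000 cells (SE) there and -3.11 in B-like cells, against free RNA as its whole source, though it also gained 79.6 in monocyte-like and 226 in endothelial-like cells. A change in the mix of macrophage-like cells and a response to low oxygen both stay open, the second as a hypothesis found and tested on the same data.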

How the results depend on the processing

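The tests with broad classes, those with the earlier naming rules, the fits without anemia 2 and anemia 3, the other splits of the mice and the check of gene lists under other scalings were chosen only after the result was seen, as was which lists to treat as those of the paper's claims. The differences in percentage of all 9 classes kept their direction and their side of the threshold under a mitochondrial share of at most 10%, at least 1000 UMIs, doublets left out and the permutation test of means. Over these 4 settings they were -6.82 to -5.88 for macrophage-like, 1.07 to 2.22 for neutrophil-like, -10.8 to -9.74 for B-like, -6.83 to -5.18 for pre-B-like, -6.00 to -4.96 for NK-like, -0.956 to -0.883 for T-like, 20.8 to 22.2 for erythroid-like, 5.63 to 6.84 for monocyte-like and -0.968 to -0.706 for dendritic-like, in percentage points. Broad classes are other sets of cells: NK-like joined with T-like, and monocyte-like joined with conventional dendritic-like cells. These 2 (-5.84 and 5.25), set against NK-like and monocyte-like cells, kept direction and side. So did all 9 under the first naming rule, without the conditions set after the clusters had been seen: macrophage-like -5.98, neutrophil-like 1.65, B-like -10.5, pre-B-like -5.69, NK-like -5.13, T-like -0.977, erythroid-like 21.5, monocyte-like 5.97 and dendritic-like -0.769. Its counts of called genes were 396 in macrophage-like, 43 in neutrophil-like and 161 in monocyte-like cells, and of the named genes 1 gained and 1 lost its call. With the margin of 0.25, which leaves cluster 2 unnamed, the difference in B-like cells was -5.05, T-like (-1.57) and dendritic-like cells (-1.08) were past the threshold, and 116 genes were called in B-like cells. Fewer cells in the denominator move the percentages of the other classes, by construction.

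With a denominator without erythroid-like cells, the difference was no longer past the threshold in macrophage-like cells (-2.64), B-like cells (-4.76), pre-B-like cells (-3.85) and NK-like cells (-3.13) and now past it in neutrophil-like cells (5.301) and monocyte-like cells (8.20). A smaller denominator raises the percentages of anemic mice more, by construction, since they have more erythroid-like cells. Other settings brought differences past it: all cells in the denominator in dendritic-like cells (-0.445), resolution 1 in T-like cells (-1.11), monocyte-like cells (7.05) and dendritic-like cells (-0.807), the batch-balanced graph in T-like cells (-1.82), and the marker lists of Table S1 in T-like cells (-6.03), monocyte-like cells (8.13) and dendritic-like cells (-0.775). What those lists name T cells is another set: 0 T-like, 9144 pre-B-like and 2135 endothelial-like cells, so its value is no difference in T-like cells. Their NK cells hold 3666 of the T-like cells. For these 4 settings the cause was not tested. Without 1 mouse, the call changed in 3 classes: T-like cells from -1.14 to -0.701 (past it at -1.13 without control 6), monocyte-like cells from 1.92 to 7.18 (past it at 7.18 without anemia 6) and dendritic-like cells from -0.921 to -0.583 (past it at -0.880 without control 2 and -0.921 without anemia 1). In the other 6 classes it held in all 12 such tests.

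The replicate numbers do not pair the mice: over all cells, the correlation between mice of 1 number was -0.0275, 0.437, -0.189, 0.544, 0.0527, 0.140 for numbers 1 to 6. With the replicate block all the same, the sign-flip test left pre-B-like cells (-5.70) and erythroid-like cells (21.6) short of the threshold and took T-like cells (-0.956), monocyte-like cells (5.93) and dendritic-like cells (-0.764) past it. The counts of called genes that moved by over 1.5 times with the block were 72 in T-like, 10 in erythroid-like, 428 in monocyte-like and 204 in dendritic-like. The interferon response list in erythroid-like cells (0.30) and the ROS list in monocyte-like cells (0.32) were past it. Among named genes 97 kept their call, 13 gained and 4 lost it, and among lists 190 kept, 7 gained and 1 lost it. The cause was not tested.

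The number of genes called was within 1.5 times that of the edgeR fit in all 9 classes with a mitochondrial share of at most 10% and with library sizes without TMM factors. It moved by more in these cases. DESeq2 called 898 in macrophage-like, 183 in neutrophil-like, 512 in B-like, 90 in NK-like, 55 in T-like, 92 in erythroid-like and 232 in monocyte-like. Without a filter on low counts it was 111 in neutrophil-like, 544 in B-like, 395 in pre-B-like, 62 in NK-like, 155 in T-like, 121 in erythroid-like, 226 in monocyte-like and 423 in dendritic-like, and with a mean of at least 50 UMIs, where by construction fewer genes are tested, 234 in macrophage-like, 15 in neutrophil-like, 112 in pre-B-like, 3 in NK-like, 2 in T-like and 33 in dendritic-like. The Y-linked covariate gave 265 in macrophage-like, 29 in neutrophil-like, 93 in B-like, 102 in pre-B-like, 21 in NK-like, 47 in T-like and 65 in dendritic-like. In the cells with the lower share of contaminating RNA, where fewer cells are summed, it was 24 in neutrophil-like, 176 in B-like, 93 in pre-B-like, 33 in NK-like, 12 in T-like, 10 in erythroid-like, 38 in monocyte-like and 50 in dendritic-like. Resolution 1 gave 30 in neutrophil-like, 54 in NK-like, 69 in T-like, 56 in erythroid-like and 50 in monocyte-like, the joint voom model 944 in macrophage-like, 144 in neutrophil-like, 572 in B-like, 193 in NK-like, 758 in erythroid-like and 276 in monocyte-like, and leaving out doublets 519 in B-like, 72 in NK-like, 18 in T-like and 18 in erythroid-like. Without anemia 2 and anemia 3 it was 130 in B-like, 114 in pre-B-like, 67 in NK-like, 70 in T-like, 24 in erythroid-like and 52 in dendritic-like. Apart from the fewer genes and cells, the cause was not tested.

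Single mice moved these counts by over 1.5 times in all 9 classes. The ranges over 12 fits with 1 mouse left out were macrophage-like 120 to 468 (120 without control 1, 145 without control 4, 152 without control 6, 163 without control 3, 182 without anemia 3, 215 without control 5, 242 without control 2); neutrophil-like 25 to 74 (25 without control 3, 27 without control 5, 28 without control 2, 28 without control 1, 29 without control 4, 30 without control 6, 32 without anemia 3, 32 without anemia 4); B-like 27 to 680 (27 without control 1, 104 without control 5, 121 without control 3, 128 without control 4, 134 without control 6, 154 without anemia 3, 154 without anemia 5, 158 without anemia 1, 160 without anemia 2, 680 without anemia 6). For lymphoid and erythroid classes they were pre-B-like 82 to 215 (82 without control 1, 114 without anemia 3, 116 without control 6, 117 without anemia 5), NK-like 0 to 34 (0 without control 1, 0 without control 4, 2 without control 2, 2 without control 6, 5 without control 5, 6 without anemia 5, 7 without control 3, 31 without anemia 2, 34 without anemia 4), T-like 10 to 47 (10 without control 1, 10 without control 3, 11 without control 5, 13 without control 2, 13 without control 4, 14 without anemia 3, 47 without anemia 1), erythroid-like 11 to 81 (11 without control 4, 11 without anemia 6, 14 without control 1, 16 without control 5, 16 without anemia 1, 17 without anemia 3, 17 without control 6, 19 without control 2, 19 without anemia 4, 24 without anemia 2, 81 without anemia 5), and for the last classes monocyte-like 40 to 210 (40 without control 1, 46 without control 6, 46 without anemia 3, 56 without control 4, 56 without control 5, 57 without control 3, 210 without anemia 4) and dendritic-like 46 to 139 (46 without control 1, 51 without control 4, 57 without control 5, 62 without anemia 3, 72 without control 6, 72 without anemia 2). The edgeR count of 0 in NK-like cells without control 1 or control 4 stands beside 1038 and 1179 genes at an unadjusted p under 0.05, and DESeq2 called 90 with all mice. In erythroid-like cells the direction of the calls also depended on the setting: 33 of 37 were higher with TMM and 8 of 48 without, and 7 of 18 with doublets left out. Of 100 splits of the 12 mice, as many genes were called in 1, the real one, in each class except erythroid-like, so chance can be excluded there down to the 1 in 100 that these splits can show. In NK-like cells the largest other split called 9 genes against 13. In erythroid-like cells 5 splits did, and chance cannot be excluded.

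Under fry, 141 combinations of list and class kept their call and 57 lost it. Among those at the paper's claims, the lists that lost it were interferon response in neutrophil-like 1.44, B-like 0.65, pre-B-like 0.55, T-like 0.28, monocyte-like 0.81 and dendritic-like 0.45, and steroid, hormone and lipid in NK-like -0.65, and type I IFN signaling in monocyte-like 0.28 (medians are the same under both tests, by construction). Type I IFN signaling in pre-B-like cells, also set against a claim of the paper, lost it too. So did the Reactome interferon set in B-like, pre-B-like and monocyte-like cells. In the cells with the lower share of contaminating RNA, 174 kept it, 7 gained and 11 lost it. The interferon response in erythroid-like 0.49, and ROS in monocyte-like 0.40 list gained it, and interferon response in T-like 0.15 lost it. The Reactome Collagen formation list in dendritic-like cells reversed there (-0.23 to 0.0762); the cause was not tested. With 1 mouse left out, 2226 tests kept their call, 72 gained and 78 lost it. At the paper's claims these were interferon response in NK-like cells from 0.14 to 0.49 (past it without control 2 at 0.49, anemia 1 at 0.32, anemia 4 at 0.41 and anemia 6 at 0.37), interferon response in T-like cells from 0.11 to 0.44 (no longer past it without anemia 2 at 0.11), interferon response in erythroid-like cells from 0.0768 to 0.71 (past it without control 2 at 0.71, anemia 1 at 0.64, anemia 4 at 0.68 and anemia 6 at 0.57), Extracellular matrix organization in erythroid-like cells from -0.16 to -0.0400 (past it without control 3 at -0.12, anemia 5 at -0.16 and anemia 6 at -0.10), ROS in monocyte-like cells from 0.21 to 0.46 (past it without control 1 at 0.35, control 3 at 0.46, anemia 1 at 0.39, anemia 4 at 0.38, anemia 5 at 0.38 and anemia 6 at 0.36), type I IFN signaling in monocyte-like cells from 0.13 to 0.34 (no longer past it without control 1 at 0.29, control 4 at 0.25, control 6 at 0.27, anemia 1 at 0.32, anemia 2 at 0.13, anemia 3 at 0.27 and anemia 5 at 0.31), interferon response in monocyte-like cells from 0.25 to 1.27 (no longer past it without anemia 2 at 0.25), chemotaxis in dendritic-like cells from 0.0993 to 0.39 (past it without anemia 5 at 0.34).

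Named genes that kept, gained and lost their call numbered 110, 2 and 0 under DESeq2, 112, 0 and 2 under library sizes without TMM factors, 98, 16 and 0 under no filter on low counts, 73, 0 and 3 under a mean of at least 50 UMIs, 109, 2 and 3 under the Y-linked covariate, 113, 0 and 1 under a mitochondrial share of at most 10%, 101, 6 and 3 under doublets left out, 91, 5 and 5 under the cells with the lower share of contaminating RNA, 102, 6 and 6 under resolution 1, 102, 8 and 4 under the joint voom model, and 100, 10 and 3 under the fit without anemia 2 and anemia 3. Fewer could be compared where a filter left some untested. With 1 mouse left out, 1273 tests of named genes kept their call, 16 gained and 72 lost it. Median list changes in erythroid-like cells have to be read beside the shift of -0.255 in the median of all genes without TMM factors. In that class the ROS, chemokine production, Steroid hormones and Heme biosynthesis lists flip in sign without those factors, as do the Extracellular matrix list in macrophage-like, neutrophil-like, pre-B-like and monocyte-like cells, the endothelial RNA and Complement lists in monocyte-like cells and Steroid hormones in dendritic-like cells. Outside erythroid-like cells these medians lie within 0.0753 of 0, and the change of scaling moves the median of all genes by -0.0559 to 0.0509, so these flips say little about the stability of the lists. With DESeq2, the Collagen list flips in neutrophil-like cells, Steroid hormones in NK-like cells, and the chemotaxis, ROS and chemokine production lists in erythroid-like cells, all from medians within 0.0220 of 0, which says as little. The lowest depth of a single mouse was in erythroid-like cells, where the smallest sum was 302737 UMIs, and then in monocyte-like cells, with 444507.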

Differences from the paper's values

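Of the tests here, the fit without anemia 2 and anemia 3, the broad classes, the first naming rule and the margin of 0.25 were chosen only after the result was seen, as was the reading of the overall monocyte percentage by its 1.5-fold gap alone. Log2 fold changes of named genes were compared with the paper's supplementary tables and count as different when the sign differs or the gap is larger than the SD between mice. Settings described as alternatives were set before the data were examined, as was leaving out each mouse. The paper's tables rest on a joint model of all cell types, and cells were summed per mouse in both analyses. The paper has no class of pre-B cells: its T-cell values are set against both the T-like and the pre-B-like class. These are unlike sets of cells, and across genes its T-cell table has a correlation of 0.350 with the T-like and 0.896 with the pre-B-like class. For Slc16a3, which differs in T-like cells, the pre-B-like value is 2.21, and for Serpina6 and Cyp2e1 -3.55 and -1.92, none of which differs from the paper's. With the class of the same name the correlation is 0.210 for its erythroid, 0.533 for its monocyte, 0.565 for its neutrophil, 0.687 for its NK-cell and 0.916 for its B-cell table, so the gaps in erythroid-like, monocyte-like and neutrophil-like cells need not be differences in like cells. In neutrophil-like cells 3 of 6 values differ, and neither an alternative nor a mouse left out closes the gap for Vcan 2.27 (the paper's 1.46). It is closed for Fabp4 1.56 (the paper's 1.15) under the cells with the lower share of contaminating RNA and the joint voom model, or without anemia 6; and Gsta3 -2.25 (the paper's -1.45) under resolution 1, and under the rest it stays. In B-like cells 1 of 16 values differs. Settings close it for Jchain -2.66 (the paper's -5.85) under the replicate block and the joint voom model, or without anemia 2, and under the rest it stays. In pre-B-like cells 1 of the 17 T-cell values of the paper differs, and neither an alternative nor a mouse left out closes the gap for Bnip3 1.02 (the paper's T-cell value 1.35). In NK-like cells 1 of 4 values differs, and neither an alternative nor a mouse left out closes the gap for Kit 1.60 (the paper's 0.77). In T-like cells 4 of 15 values differ, and neither an alternative nor a mouse left out closes the gap for Slc16a3 1.07 (the paper's 2.58) and Car3 -2.98 (the paper's -1.35). The gap closes for Serpina6 -4.72 (the paper's -3.38) under the joint voom model; and Cyp2e1 -2.85 (the paper's -1.94) under the cells with the lower share of contaminating RNA, or without anemia 2, and under the rest it stays. In erythroid-like cells 6 of 8 values differ, and neither an alternative nor a mouse left out closes the gap for Mt1 2.26 (the paper's 3.52), Mt2 2.57 (the paper's 4.53), Mgst3 0.38 (the paper's 2.11), Slc23a1 1.87 (the paper's 2.86) and H2-Q10 -1.57 (the paper's -0.23). It is closed for Gm32051 2.95 (the paper's 4.23) without control 6, and under the rest it stays. In monocyte-like cells 16 of 35 values differ, and neither an alternative nor a mouse left out closes the gap for Csf3r 0.0603 (the paper's 0.53), Il17ra 0.0564 (the paper's 0.70), Tyrobp 0.0147 (the paper's 0.27), Cebpb -0.00856 (the paper's 0.49), Itgam 0.0137 (the paper's 0.64), Lilrb4a 0.0907 (the paper's 0.47) and Ifitm3 0.18 (the paper's 0.64). Settings close it for Vcan 1.79 (the paper's 2.43) without control 1; Cyp2e1 -3.48 (the paper's -2.42) under DESeq2, resolution 1 and the joint voom model, or without anemia 2 or anemia 3; and Syk 0.19 (the paper's 0.34) under no filter on low counts, the cells with the lower share of contaminating RNA and the joint voom model, or without control 1, control 2, control 6, anemia 1, anemia 5 or anemia 6, and under the rest it stays. The gap closes for Xdh 0.20 (the paper's 0.51) under no filter on low counts, the cells with the lower share of contaminating RNA, resolution 1 and the joint voom model, or without control 1, control 2, control 5, control 6, anemia 1, anemia 4 or anemia 6; Mif 2.04 (the paper's 0.78) under resolution 1; and Lrp1 0.12 (the paper's 0.40) under no filter on low counts, resolution 1 and the joint voom model, or without control 4 or anemia 2, and under the rest it stays. It is closed for Ctla2a 2.07 (the paper's 1.05) under resolution 1; Lect2 -3.24 (the paper's -1.90) under resolution 1; and Pon1 -2.70 (the paper's -1.56) under resolution 1, and under the rest it stays.

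The fit without anemia 2 and anemia 3, chosen after the values were seen, brings 12 of these 32 within the paper's values (Gsta3 in neutrophil-like, Jchain in B-like, Bnip3 in pre-B-like, Serpina6, Car3 and Cyp2e1 in T-like and Cyp2e1, Mif, Lrp1, Ctla2a, Lect2 and Pon1 in monocyte-like); of the 25 genes that the paper names and edgeR calls with all mice, it drops 0. The first naming rule, added after the values were seen, brings 2 within them (Fabp4 in neutrophil-like and Syk in monocyte-like) and drops 0 of the 25. The margin of 0.25, also added then, brings 0 of them within.

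Monocyte-like cells made up 6.18% of the cells of the 9 classes, and the paper's value is 9.95%, which a denominator without erythroid-like cells, at least 1000 UMIs, resolution 1 and the marker lists of Table S1 reach and all cells in the denominator, a mitochondrial share of at most 10%, doublets left out and the batch-balanced graph do not. With broad classes, chosen after the values were seen, monocyte-like and conventional dendritic-like cells together are 8.33%, within 1.5-fold of it. The mean of T-like cells in control mice was 6.28% (the paper's about 11% in Fig. 2f, read by eye), within it under the marker lists of Table S1, whose T cells hold 9144 pre-B-like and 0 T-like cells, and not under the other 7 alternatives. The pre-B-like class, which is given beside T-like cells, was at 11.3% in control mice. Monocyte-like cells in control mice were 2.52% (the paper's about 6.4% in Fig. 2f, read by eye), and none of the 8 alternatives reaches it; broad classes, chosen after the values were seen, do at 5.04%. NK-like cells in anemic mice were 7.69% (the paper's about 13% in Fig. 2f, read by eye), within it under a denominator without erythroid-like cells, at least 1000 UMIs and the marker lists of Table S1 and not under all cells in the denominator, a mitochondrial share of at most 10%, doublets left out, resolution 1 and the batch-balanced graph. The NK cells of the Table S1 lists include 3666 T-like cells. With broad classes, chosen after the values were seen, NK-like and T-like cells together are 12.7%, of a total that includes conventional dendritic-like cells. Monocyte-like cells in anemic mice were 8.45% (the paper's about 13% in Fig. 2f, read by eye), within it under a denominator without erythroid-like cells, at least 1000 UMIs, resolution 1, the batch-balanced graph and the marker lists of Table S1, and without anemia 1, anemia 4, anemia 5 or anemia 6, but not under all cells in the denominator, a mitochondrial share of at most 10% and doublets left out; broad classes (10.3%) and the margin of 0.25 (8.88%), both chosen after the values were seen, reach it too, and under both the difference of this share stays short of the threshold.

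By scRNA-seq, the paper finds no change in the percentages of macrophages and NK cells, which fell here (differences of -6.20 and -5.11 percentage points). With a denominator without erythroid-like cells neither fall is past the threshold (-2.64 with adjusted p = 0.205 and -3.13 with adjusted p = 0.0866, exact tests), and under the other alternatives and without any 1 mouse both are. Its flow cytometry has more macrophages and fewer NK cells, the latter as here. By scRNA-seq it finds more monocytes and fewer T cells; here the differences of 5.93 and -0.956 have those directions and are not past the threshold, while pre-B-like cells fell by 5.70 points (exact test, adjusted p = 0.00974). Monocyte-like cells pass it under the replicate block, a denominator without erythroid-like cells, resolution 1 and the marker lists of Table S1 and by the fit without anemia 6, and T-like cells under the replicate block, resolution 1 and the batch-balanced graph and by the fit without control 6, as well as with the margin of 0.25 (added after the data were seen). The T cells of the Table S1 lists, which fall past it, hold none of the T-like cells.

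For monocytes the paper names 24 mediators of activated pathways. Of them edgeR calls Mif, and not Cxcl2 0.95, S100a8 1.01, Ccr2 0.32, Syk 0.19, Fcer1g 0.25, Csf3r 0.06, Il1b 0.63, Il17ra 0.06, Tyrobp 0.01, Cebpb -0.01, Tspo 0.47, Sod2 0.98, Itgam 0.01, Gstp1 0.19, Xdh 0.20, Fpr2 1.15, Lilrb4a 0.09, Lrp1 0.12, Arg2 0.63, Ifitm3 0.18, Samhd1 0.33, Ifnar2 0.24 and Zbp1 0.78. Its call of Vcan, Chil3, Lcn2, Cyp2e1 and Tmem26 is that of the paper. They are called as follows: Cxcl2 by no filter on low counts and the replicate block, Ccr2 by the fit without anemia 2 and anemia 3 (added after the data were seen), Arg2 by no filter on low counts and the replicate block and by the fit without anemia 5 and Zbp1 by the replicate block. Of the other genes named as higher, Abca13 1.25 and Serpina3k 1.99 are not called. The paper has the IL-6 and ROS pathways activated, and here the IL-6 list has a median of 0.0356 and the ROS list 0.33, neither past the threshold; the ROS list passes it by the replicate block and the cells with the lower share of contaminating RNA and by the fit without control 1, control 3, anemia 1, anemia 4, anemia 5 or anemia 6.

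For erythroid cells the paper gives the size of its whole gene table as the number altered, and edgeR calls 37 of 10010. In the paper's Table S6, 699 genes have an adjusted p under 0.05 (567 higher, 132 lower), and the joint voom model calls 758 here. It has collagen and matrix pathways activated, and here the Reactome matrix list has a median of -0.0747 and the collagen list -0.0428; the matrix list is lower past the threshold by the fit without control 3, anemia 5 or anemia 6. The genes it gives with its activated pathways have its direction here: Mt1 2.26, Mt2 2.57 and Slc23a1 1.87 are called, Mgst3 0.38 and Serpina3k 2.45 are not, and Cd209a was too low to test. Mgst3 is called by the joint voom model and Serpina3k by DESeq2 and no filter on low counts. It has the response to interferon suppressed. The Reactome interferon set has its direction, with a median of -0.10 (adjusted p = 0.501 by camera), and the interferon response list does not: it has a median of 0.47, higher past the threshold by the replicate block and the cells with the lower share of contaminating RNA and by the fit without control 2, anemia 1, anemia 4 or anemia 6. It was 0.18 without anemia 2 and 0.0768 without anemia 3; its level was 3138 CPM in anemia 2 and 2853 in anemia 3, and the 992 to 1334 of the other anemic mice lay within the 712 to 1440.0 of the controls.

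For B cells the paper has lower Jchain, Tcf21 and Iglc2 and apolipoproteins, and edgeR does not call Jchain -2.66, Tcf21 -1.77, Iglc2 -0.18, Apoa2 -0.73, Apoa1 -1.16, Apoe -0.88, Apoc1 -0.36, Ttr -1.06 and Rbp4 -0.71, although each has the paper's direction; it does call Fgf23, Mt2, Serpina3k and Cyp2e1. They are called as follows: Jchain by no filter on low counts, the replicate block and the joint voom model and by the fit without anemia 2 and by the fit without anemia 2 and anemia 3 (added after the data were seen), Tcf21 by the joint voom model, Apoa2 by no filter on low counts, doublets left out, the cells with the lower share of contaminating RNA and the joint voom model, Apoa1 by no filter on low counts, the replicate block, doublets left out, the cells with the lower share of contaminating RNA and the joint voom model and by the fit without anemia 6 and by the fit without anemia 2 and anemia 3 (added after the data were seen) and Apoe by no filter on low counts, the replicate block, doublets left out, the cells with the lower share of contaminating RNA and the joint voom model and by the fit without anemia 6 and by the fit without anemia 2 and anemia 3 (added after the data were seen). The rest are Apoc1 by doublets left out, Ttr by no filter on low counts, doublets left out, the cells with the lower share of contaminating RNA and the joint voom model and by the fit without anemia 6 and by the fit without anemia 2 and anemia 3 (added after the data were seen) and Rbp4 by doublets left out, the cells with the lower share of contaminating RNA and the joint voom model, while no setting calls Iglc2. Choosing cells with less contaminating RNA within each mouse need not remove a difference between the groups in hepatocyte RNA. Calls under that setting therefore do not show that these falls are free of it.

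For T cells, edgeR does not call in T-like cells Slc16a3 1.07, Serpina3k 1.76, Apoa2 -1.19, Apoa1 -1.48, Apoe -1.09, Apoc1 -0.91, Ttr -1.46 and Rbp4 -1.24, each in the paper's direction; it does call Lect2 and Serpina6. They are called as follows: Slc16a3 by DESeq2, no filter on low counts, the replicate block and the Y-linked covariate and by the fit without anemia 5, Apoa2 by no filter on low counts, the replicate block and resolution 1 and by the fit without anemia 2 and by the fit without anemia 2 and anemia 3 (added after the data were seen), Apoa1 by no filter on low counts, the replicate block and resolution 1 and by the fit without anemia 1, anemia 2 or anemia 6 and by the fit without anemia 2 and anemia 3 (added after the data were seen) and Apoe by no filter on low counts, the replicate block and resolution 1 and by the fit without anemia 2 and anemia 3 (added after the data were seen). The rest are Apoc1 by no filter on low counts, Ttr by no filter on low counts, the replicate block and resolution 1 and by the fit without anemia 2 or anemia 6 and by the fit without anemia 2 and anemia 3 (added after the data were seen) and Rbp4 by no filter on low counts, the replicate block, the Y-linked covariate and resolution 1 and by the fit without anemia 1 or anemia 2 and by the fit without anemia 2 and anemia 3 (added after the data were seen), while no setting calls Serpina3k there. In pre-B-like cells Apoc1 (-0.59) is called by no filter on low counts and the replicate block and by the fit without anemia 5 alone. The paper has type I interferon signaling activated in T cells, and its list (0.34 in T-like cells) passes by the replicate block and the cells with the lower share of contaminating RNA and by the fit without control 1, control 2, anemia 1, anemia 4 or anemia 6; in B-like cells (0.30) it passes by the replicate block and by the fit without control 2, anemia 1 or anemia 4. In pre-B-like cells (0.24) it passes with all mice and not without control 1, control 3, control 4, control 6, anemia 2 or anemia 3. For NK cells the paper has interferon signaling activated, and the interferon list (0.30) passes by the fit without control 2, anemia 1, anemia 4 or anemia 6. The paper sees a like pattern of migration pathways in other myeloid cells, and the chemotaxis list has medians of 0.17, 0.25 and 0.30 in macrophage-like, neutrophil-like and dendritic-like cells, none past the threshold; in dendritic-like cells it passes by the fit without anemia 5.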

Other observations

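The tests of Fgf23, of Serpina3k, of the UMIs per cell in hepatocyte-like cells and of the percentage of B-like cells without erythroid-like cells were chosen only after the result was seen. So was the comparison of Cyp2e1, Apoa1 and Ttr per cell between classes. Genes of hepatocyte-like cells fell in immune classes, and free hepatocyte RNA in the droplets is a candidate explanation. It predicts that their fold changes follow those in hepatocyte-like cells. Across 184 such genes the Pearson correlation was 0.685 in T-like cells, against 0.254 for other genes, and it was 0.650 to 0.864 over the 9 classes. Genes are not independent replicates, so no p-value is given. Their median was -1.06 in T-like and 0.22 in hepatocyte-like cells, as fold changes of CPM, so a smaller amount of free RNA in anemic libraries would be needed as well. The amount was not measured. Per cell, hepatocyte-like cells of anemic mice did hold fewer UMIs of these genes: 146 of 184 were lower, with a median log2 ratio of -0.57, and Apoa1 went from 39460 to 19360 UMIs per 1000 cells, Ttr from 66700 to 42510 and Cyp2e1 from 3856 to 826. All UMIs per hepatocyte-like cell fell from 2533 to 1863, so much of this is a fall in all UMIs per cell and not in these genes alone. Of the genes called, such genes were 28 of 401 in macrophage-like, 29 of 53 in neutrophil-like, 40 of 277 in B-like, 47 of 181 in pre-B-like, 4 of 13 in NK-like, 18 of 29 in T-like, 2 of 37 in erythroid-like, 24 of 129 in monocyte-like, 15 of 112 in dendritic-like. Cyp2e1 changed by -59.1 (erythroid-like) to -103 (dendritic-like) UMIs per 1000 cells over the 9 classes. Apoa1 changed by -509 (monocyte-like) to -869 (macrophage-like) and Ttr by -1006 to -1489 in the same classes. Endothelial-like cells lay within these ranges (-99.2, -822 and -1414), and stellate-like cells beyond those of Apoa1 (-1288) and Ttr (-2136). For these genes this argues against a change confined to lymphocytes. A wider change in immune cells, or one of other genes, was not separated from free RNA and stays open.

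Fgf23 rose in B-like cells by 4.99 UMIs per 1000 cells, compared with 49.6 in dendritic-like and 4752 in endothelial-like cells. In the other immune classes the gain ran from 2.47 (erythroid-like) to 8.33 (macrophage-like). Serpina3k rose by 12.7 to 39.5 UMIs per 1000 cells in immune classes (a ratio of 3.10) and by 1135 in hepatocyte-like cells. Free RNA would give similar gains in all immune classes, but how similar was settled only after the values were seen, so the tests decide nothing. Free RNA and expression by the immune cells in anemia cannot be told apart for these 2 genes.

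Without erythroid-like cells in the denominator, the percentage of B-like cells fell by 4.76 points. The percentages of a library sum to 100, so a gain of erythroid-like cells lowers the others. A loss of B-like, pre-B-like and NK-like cells and such a gain cannot be told apart, since no cell numbers per liver were analysed here.

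The paper's T-cell values were compared with 2 classes, to test whether its cluster holds cycling progenitors of B cells. Across genes, its T-cell log2 fold changes had a Pearson correlation of 0.896 with the pre-B-like and 0.350 with the T-like class, which is consistent with such progenitors. The paper's marker list for T cells names Igll1, a marker of pre-B cells, beside Cd3e. A difference in clustering stays open. For the other tables the correlation with the class of the same name was 0.533 for monocytes, 0.565 for neutrophils, 0.955 for dendritic cells, 0.210 for erythroid cells, 0.916 for B cells and 0.687 for NK cells, whose values lie almost as close to the T-like class (0.666).

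Xist was at 310.4 to 536 CPM in control 3, control 4, control 5, control 6, anemia 2 and anemia 4, and at 0.0677 to 8.79 CPM in control 1, control 2, anemia 1, anemia 3, anemia 5 and anemia 6. The 4 Y-linked genes together were at 0.284 to 4.02 CPM in the first set and 239 to 305 CPM in the second. In the second set Xist was 3.28 to 8.79 CPM in anemia 3, anemia 5 and anemia 6 and at most 0.147 in the other 3 mice, and no explanation of that was tested. By these values the sexes are equal in number over the 12 mice, as the paper states, with 4 females in the control and 2 in the anemic group.

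By camera, the neutrophil RNA list was higher in monocyte-like cells, with medians of -0.65 to 0.92 over the 9 classes. The stellate RNA list was lower in B-like, pre-B-like, NK-like and T-like cells (medians of -0.42 to -0.23), and the endothelial RNA list in neutrophil-like, B-like, NK-like, T-like, erythroid-like and dendritic-like cells (-0.73 to -0.38). Without anemia 2 or anemia 3 the stellate list passes in none of these 4, with medians of -0.24 in B-like, -0.0939 in pre-B-like, -0.21 in NK-like and -0.18 in T-like cells without anemia 3. The endothelial list keeps its calls without any 1 mouse, though without anemia 2 its median goes from -0.38 to -0.22 in NK-like and from -0.70 to -0.46 in T-like cells. fry called none of the stellate and 2 of the endothelial ones. No explanation, technical or biological, was tested for these 3 lists. The median, the mean and the camera test of a list differ in sign in these cases, none of them past the threshold: in macrophage-like cells interferon response, lipoprotein metabolism and chemokine receptors; in neutrophil-like cells collagen; in B-like cells ROS; in pre-B-like cells chemokine receptors; in NK-like cells IL-6 and Reactome interferon; in T-like cells IL-6, ROS and steroid hormones; in erythroid-like cells steroid hormones and collagen; in monocyte-like cells endothelial RNA, lipoprotein metabolism, steroid hormones and complement; and in dendritic-like cells steroid hormones and chemokine receptors.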
